# Bone Marrow Regulatory T Cells Are a Unique Population, Supported by Niche-Specific Cytokines and Plasmacytoid Dendritic Cells, and Required for Chronic Graft-Versus-Host Disease Control

**DOI:** 10.3389/fcell.2021.737880

**Published:** 2021-09-22

**Authors:** Jemma Nicholls, Benjamin Cao, Laetitia Le Texier, Laura Yan Xiong, Christopher R. Hunter, Genesis Llanes, Ethan G. Aguliar, Wayne A. Schroder, Simon Phipps, Jason P. Lynch, Huimin Cao, Shen Y. Heazlewood, Brenda Williams, Andrew D. Clouston, Christian M. Nefzger, Jose M. Polo, Susan K. Nilsson, Bruce R. Blazar, Kelli P. A. MacDonald

**Keywords:** regulatory T cells, bone marrow, stem-cell transplantation, GVHD, FoxP3, TIGIT

## Abstract

Regulatory T cell (Treg) reconstitution is essential for reestablishing tolerance and maintaining homeostasis following stem-cell transplantation. We previously reported that bone marrow (BM) is highly enriched in autophagy-dependent Treg and autophagy disruption leads to a significant Treg loss, particularly BM-Treg. To correct the known Treg deficiency observed in chronic graft-versus-host disease (cGVHD) patients, low dose IL-2 infusion has been administered, substantially increasing peripheral Treg (pTreg) numbers. However, as clinical responses were only seen in ∼50% of patients, we postulated that pTreg augmentation was more robust than for BM-Treg. We show that BM-Treg and pTreg have distinct characteristics, indicated by differential transcriptome expression for chemokine receptors, transcription factors, cell cycle control of replication and genes linked to Treg function. Further, BM-Treg were more quiescent, expressed lower FoxP3, were highly enriched for co-inhibitory markers and more profoundly depleted than splenic Treg in cGVHD mice. *In vivo* our data are consistent with the BM and not splenic microenvironment is, at least in part, driving this BM-Treg signature, as adoptively transferred splenic Treg that entered the BM niche acquired a BM-Treg phenotype. Analyses identified upregulated expression of IL-9R, IL-33R, and IL-7R in BM-Treg. Administration of the T cell produced cytokine IL-2 was required by splenic Treg expansion but had no impact on BM-Treg, whereas the converse was true for IL-9 administration. Plasmacytoid dendritic cells (pDCs) within the BM also may contribute to BM-Treg maintenance. Using pDC-specific BDCA2-DTR mice in which diptheria toxin administration results in global pDC depletion, we demonstrate that pDC depletion hampers BM, but not splenic, Treg homeostasis. Together, these data provide evidence that BM-Treg and splenic Treg are phenotypically and functionally distinct and influenced by niche-specific mediators that selectively support their respective Treg populations. The unique properties of BM-Treg should be considered for new therapies to reconstitute Treg and reestablish tolerance following SCT.

## Introduction

Regulatory T cells (Treg) are an immunosuppressive CD4^+^ T cell subset essential for immune regulation and maintaining self-tolerance. Graft-versus-host disease (GVHD) is a tissue-destructive process of immune dysfunction in patients following allogeneic stem cell transplantation (SCT) (Taylor et al., 2002; Rezvani et al., 2006; Robb et al., 2012; Zhang et al., 2013; Le Texier et al., 2017). Preclinical and clinical studies documented a significant defect in peripheral Treg (pTreg) populations during GVHD (Chen et al., 2007; Beres and Drobyski, 2013; Le Texier et al., 2016), with an inverse correlation between donor graft Treg frequency and GVHD incidence and severity (Taylor et al., 2002; Rezvani et al., 2006; Robb et al., 2012; Zhang et al., 2013; Le Texier et al., 2017). Coupled with a Treg deficiency, the capacity of Treg to effectively suppress pathogenic T cells in GVHD has led to Treg cellular-based therapy for GVHD control (Hoffmann et al., 2002; Taylor et al., 2002; Edinger et al., 2003).

Previous studies demonstrated that Treg adoptive transfer can successfully attenuate GVHD and promote allogeneic hematopoietic stem cells (HSC) engraftment post-transplant (Hoffmann et al., 2002; Taylor et al., 2002; Rezvani et al., 2006; Wolf et al., 2007; Brunstein et al., 2011; Di Ianni et al., 2011; Koyama et al., 2016; Le Texier et al., 2016; McDonald-Hyman et al., 2016). As several major limitations impede the more widespread translation of Treg-based therapies (Brunstein et al., 2011; Hippen et al., 2011; Zhang et al., 2013; McDonald-Hyman et al., 2015; Koyama et al., 2016; Le Texier et al., 2016), clinical approaches have focused on increasing *in vivo* Treg number to promote immune tolerance flowing allogeneic SCT. Toward that end, recombinant interleukin-2 (IL-2) has been administered to drive *in vivo* Treg expansion after SCT. Recent clinical data has demonstrated that low dose IL-2 infusions can substantially augment pTreg frequency and reduce disease severity in in chronic graft-versus-host disease (cGVHD) patients (Zorn et al., 2005; Matsuoka et al., 2013; Koreth et al., 2016). However, only ∼50% of SCT patients benefit from IL-2 infusions (Curtis and Pavletic, 2016; Whangbo et al., 2019). Moreover, as IL-2 binds the heterotrimer IL-2Ra,b,g, such therapy may activate and expand conventional T cells (Tcon) (Pérol et al., 2014; Kim et al., 2016) with the potential to exacerbate inflammation.

Regulatory T cell are a phenotypically diverse and heterogenous cell population that can be categorized into sub-populations based on phenotypical, functional, and transcriptional signatures (Burzyn et al., 2013a; Richards et al., 2015). These Treg sub-populations are dynamic and readily influenced by diverse environmental mediators affecting the activation and differentiation of the distinct Treg cell subsets. There is mounting evidence that Treg populations exhibit unique tissue niche-specific phenotypic features that differentially contribute the regulation of local immune homeostasis and in a wide-range of human disease (Zaiss et al., 2010; Burzyn et al., 2013a, b; Chen et al., 2013; Richards et al., 2015; Zhou et al., 2015). Studies in mouse and man have shown that the BM is a natural reservoir of Treg *in vivo*. In contrast to other pTreg sources, BM-Treg represent between 20 and 60% of the CD4^+^ T cells situated within the BM compartment (Zou et al., 2004; Zhao et al., 2012a; Pierini et al., 2017; Zaretsky et al., 2017; Hirata et al., 2018; Camacho et al., 2020). There are burgeoning data and a developing recognition that Treg residing within the BM niche (BM-Treg) exhibit characteristics distinct from other pTreg populations (Zou et al., 2004; Zhao et al., 2012b; Le Texier et al., 2016; Fischer et al., 2019; Camacho et al., 2020).

Recent SCT studies provide evidence in support of BM-Treg as directly contributing to maintenance of the BM tissue and central for HSC homeostasis, engraftment, and survival in an immune privileged site within the BM niche (Fujisaki et al., 2011; Hirata et al., 2018). Niche residence protects HSCs from oxidative stress by regulating their quiescence within the BM (Hirata et al., 2018, 2019); reciprocally, HSC protects the BM niche from injury post-irradiation (Kakiuchi et al., 2021). Thus, the BM niche is likely much more than a reservoir for memory cells including Treg. Together these studies highlight the key, central, and diverse role of BM-Treg in establishing and maintaining BM homeostasis following SCT.

Current prophylactic immunosuppressive strategies to prevent cGVHD, namely the calcineurin inhibitor cyclosporin, may also impair BM-Treg reconstitution following SCT (Sugiyama et al., 2014). To reestablish longstanding immune tolerance, new approaches to effectively control cGVHD pathology and simultaneously support BM-Treg populations following SCT are needed. However, many of the mechanisms that locally influence BM-Treg are poorly defined. To develop more effective strategies that maximize cGVHD control in the clinical setting, a better understanding of mechanisms that locally influence BM-Treg stability, expansion, survival, and function is required. Here, we demonstrate that the BM niche represents a rich source of resting BM-Treg following SCT, that are uniquely regulated by the local tissue microenvironment and required for cGVHD control. We provide evidence that BM-Treg are phenotypically distinct from pTreg and have differential requirements for BM niche cellular and soluble mediators necessary for their reconstitution, maintenance, and function *in vivo*.

## Materials and Methods

### Animals

Inbred female C57BL/6, B6.SJL-*Ptprc^*a*^Peprc^*b*^* (*PTPrc*^a^, CD45.1^+^) and B6D2F1 mice were purchased from the Animal Resource Centre (Canning Vale, WA, Australia). B6.Foxp3.DTR (Stranges et al., 2007), B6.FoxP3-GFP (Fontenot et al., 2003), RAG1^–/–^ and B6.BDCA2-DTR (Lynch et al., 2018) mice were bred and maintained in-house at QIMR Berghofer Medical Research Institute. B6.IL-10-GFP, B6.FoxP3-RFP were originally provided by Alexander Rudensky (Memorial Sloan Kettering Cancer Institute), and B6.*FoxP3-RFP*x*IL10-GFP* mice (Edwards et al., under review) were intercrossed and kindly provided by Christian Engwerda (QIMR Berghofer Medical Research Institute). *Atg7^*fl/fl*^* (Kuma et al., 2004) mice were provided by Masaaki Komatsu (Tokyo Metropolitan Institute of Medical Science). *FoxP3*^*Cre–IRES–YFP*^ mice (Rubtsov et al., 2008) were bred with *Atg7*^*fl/fl*^ to generate *Atg7^*fl/fl*^-FoxP3cre^+^* mice. Female mice were used between 8 and 12 weeks, unless otherwise indicated. All mice were maintained in-house under pathogen-free conditions. All animal procedures were conducted with the approval of the QIMR Animal Ethics Committee under the animal ethics number A1503-603M and in accordance with the Australian Code of Practice for the Care and Use of Animals for Scientific Purposes (National Health and Medical Research Council, Canberra, Australia).

### Stem Cell Transplantation

On day 0, recipient mice received 1,100 cGy (B6D2F1) or 1,000 cGy (C57BL/6, B6) total body irradiation split into two doses separated by 3 h. T cell depleted bone marrow (TCD-BM) and splenic T cells were purified using magnetic bead depletion (purity > 85%) as described (Burman et al., 2007). Recipients were transplanted with 5 × 10^6^ (B6) TCD-BM from C57BL/6, B6.*FoxP3-GFP.DTR*, B*6.WT.FoxP3cre-YFP^+^*, B*6.Atg7^*fl/fl*^*. *FoxP3cre-YFP^+^*, or BDCA2-DTR donor mice as indicated, with or without splenic T cells from B6.*FoxP3-GFP*, B6.*FoxP3-RFP*, or C57BL/6 donors. Transplanted mice were monitored daily to evaluate clinical GVHD scores as previously published (Hill et al., 1997). Briefly, weight loss, posture, activity, fur texture, and skin integrity were measured. Mice with a score greater than or equal to 6 were culled, and the date of the following day is recorded as the death date. Where indicated, recipient mice received intraperitoneal injections IL-2 (0.5 μg)/JES6-1 anti-IL-2 mAb (25 μg) complexes on days 21–34. In studies where Treg or plasmacytoid dendritic cells (pDC) were selectively depleted from BM grafts during acute GVHD, mice were injected intraperitoneally with diptheria toxin (DT) (1 μg/animal, in 200 μl total volume) twice weekly from day 21 post-transplant, as indicated.

For adoptive transfer experiments, on day 0, B6.RAG1^–/–^ recipient mice received 0.5 × 10^6^ sort purified B6.FoxP3.GFP^+^ Treg isolated from the spleens of B6.FoxP3.GFP mice. BM and SP were harvested from recipient mice 4 weeks following adoptive transfer for flow cytometry analysis.

### *In vivo* Cytokine Administration in Naïve Mice

To assess T cell responses to *in vivo* cytokine stimulation B6.FoxP3.GFP mice were administered with either saline or recombinant murine cytokines over 4 days. Control animals received saline intraperitoneal injections daily for 4 days. IL-2 complex was administered daily for 4 days: 0.5 μg recombinant mouse IL-2 (eBioscience^TM^) with 25 μg anti-IL-2 (BioXcell). IL-15 complex was administered on days 1 and 3: 7 μg IL-15Rα-Fc (R&D) with 0.75 μg of recombinant mouse IL-15 (eBioscience^TM^). IL-33 was administered daily for 4 days: 1 μg of recombinant mouse IL-33 (Peprotech). IL-9 daily for 4 days: 50 ng of recombinant mouse IL-9 (*In Vitro* Technologies TY Ltd.). IL-7 complex daily for 4 days: 1 μg of recombinant mouse IL-7 with 5 μg of anti-IL-7 (Jomar Life Research). The absolute number of CD4^+^FoxP3^+^ Treg and CD4^+^FoxP3^neg^ Tcon in either the spleen and BM of control and treated mice was then assessed on day 6 following the cytokine treatment regime.

### Flow Cytometric Analysis

Single-cell suspensions of spleen and bone marrow cells were stained with fluorochrome- or biotin-conjugated antibodies against antigens as listed in Table 1. Intracellular staining for Foxp3 and MCL-1 was performed after fixation and permeabilization using the eBiosciences Foxp3 staining kit. Sample data were acquired on a LSRFortessa flow cytometer (BD Biosciences) and analyzed using FlowJo software (TreeStar) version 10. Cell sorting was performed using an ARIA III Cell Sorter (BD Biosciences).

**TABLE 1:** Antibodies used for surface and intracellular flow cytometry analysis.

Functional/Secondary Marker	Antibody information
AnnexinV	**PE;** BD Pharmingen
CCR5	**Biotin;** HM-CCR5, Biolegend
CD101 (Igsf2)	**AF647;** clone 307707, BD Pharmingen
CD103	**Pacific Blue;** clone 2E7, Biolegend
CD11c	**PE;** clone N418, Biolegend
	**APC;** clone N418 Catalog #117310 Biolegend
CD127 (IL-7Rα)	**BV421;** clone A7R34, Biolegend
CD193 (CCR3)	**PerCP-Cy5.5;** clone J073E5, Biolegend
CD215 (IL-15Rα)	**PE;** 6B4C88, Biolegend
CD25	**APC;** clone PC61, Biolegend
	**BV605;** PC61, Biolegend
CD3	**APC-Cyanine7;** clone 17A2, Biolegend
CD304	**PerCP-eFluor 710;** clone 3DS304M, eBioscience
CD317	**PerCP-eFluor 710;** clone eBio927 Catalog #46-3172-82 eBioscience
CD326 (EpCam)	**BV605;** clone G8.8, Biolegend
	**PE-Cyanine7;** G8.8, Biolegend
CD39	**PE-Cyanine7;** clone Duha59, Biolegend
CD4	**Pacific Blue;** RM4.5, Biolegend
	**BV605;** clone RM4.5, Biolegend
	**Biotin;** clone H129.9, BD Biosciences
	**APC;** clone GK1.5, Biolegend
CD49b	**APC;** Hmα2, Biolegend
CD62L	**PerCP-Cy5.5;** clone MEL-14, Biolegend
CD69	**Pacific Blue;** clone H1.2F3, Biolegend
	**Pacific Blue;** H1.2F3, Biolegend
CD73	**PerCP-Cy5.5;** clone TY/11.8, Biolegend
FoxP3	**AF647;** clone 150D, Biolegend
GARP	**PerCP-eFluor 710;** clone YG1C86, eBioscience
	**PE;** clone YG1C86, eBioscience
IL-33Rα (IL1RL1, ST2)	**PE;** clone DIH9, Biolegend
IFN-γR	**Biotin;** clone 2E2 Biolegend
Ki67	**BV786;** clone B56, BD Biosciences
	**PE-Cyanine7;** clone 16A8, Biolegend
KLRG1	**PE-Cyanine7;** clone 2F1/KLRG1, Biolegend
MCL-1	**AF647;** clone 19c4-15 (produced in house at WEHI, and kindly provided by Daniel Gray)
MHCII	**FITC;** clone M5/114.15.2 Catalog # 107606 Biolegend
PD-1	**PE-Cyanine7;** clone RMP1-30, Biolegend
pSTAT5	**AF647;** clone pY694, BD Pharmingen
Sca-1	**PE-Cyanine7;** clone E13-161.7, Biolegend
	**PE-Cyanine7;** clone D7, Biolegend
Streptavidin	**BV605;** Biolegend
	**PE-Cyanine7**; Biolegend
	**AF700;** ThermoFisher
TCF-7/TCF-1	**PE;** clone S33-966, BD Pharmingen
TIGIT	**BV605;** clone 1G9, BD Bioscience
	**PE;** clone 1G9, Biolegend
	**APC;** 1G9, Biolegend

### *In vitro* Suppression Assay

For *in vitro* suppression assays, CFSE-labeled sort purified splenic CD4^+^ T cells from iVac-cre.BFP^+^ mice, purified using previously described magnetic bead depletion, were seeded at 1 × 10^4^ cells/well in 96-well round-bottom plates, with DCs (B6) at 1,000 cells/well, in the absence or presence of Tregs (B6.Foxp3-GFP) at 1,250, 2,500, or 5,000 cells/well (8:1, 4:1, or 2:1 Tcon:Treg, respectively), and supplemented with anti-CD3 (2C11, 1 μg/ml). Cells were harvested for CFSE dilution analysis at 72 h of culture.

### RNA Isolation, Library Preparation, and Sequencing

RNA was extracted with Qiagen’s RNeasy micro kit from >100,000 FACS isolated cells as per instructions. For generation of sequencing libraries, 15 ng of RNA (RIN value > 7) were submitted to SPIA amplification (NuGen). Four biological replicates per condition were sequenced using the HiSeq 3,000 sequencing platform (Illumina, San Diego, CA, United States). Each library was sequenced single-end with a 80 nucleotide read length. The targeted number of sequencing reads per sample was ∼30–50 million.

### Cell Cycle Analysis

Spleen and BM cells from B6.*FoxP3-GFP* mice were harvested and immunolabelled with surface antibody cocktail containing anti-CD3 and anti-CD4-biotin labeling antibodies. The cells were then stained for anti-Foxp3-AF647, anti-Ki67-BV786, and Hoechst 33342 (Invitrogen; H3570) using the eBioscience^TM^ Foxp3/Transcription Factor Staining kit (ThermoFisher) following the manufacturer’s instructions. Spleen and BM CD3^+^CD4^+^FoxP3^+^ Treg were analyzed by flow cytometry for Ki67 and Hoechst (Hö) staining, with different stages of cell cycle defined as G0 (Ki67^neg^Hö^low^), G1 (Ki67^+^Hö^low^), and S-M (Ki67^+^Hö^high^).

### Real-Time Quantitative PCR

Total RNA was extracted from sorted cells using the RNeasy Micro kit (QIAGEN), and reverse transcription was performed using SuperScript III Reverse Transcriptase (Life Technologies). RNA relative expression was determined using Taqman gene expression assays (Life Technologies). The housekeeping gene *HPRT* was used to normalize the gene expression to the starting quantity of RNA. PPARγ mRNA expression was calculated using the 2^–ΔΔCt^ method (Livak and Schmittgen, 2001).

### pSTAT5

CD4^+^ T cells were isolated from the spleen and BM of B6.FoxP3-GFP mice and incubated for 15 min at 37°C with or without recombinant murine IL-2 (100 ng/mL), IL-7 (50 ng/mL), IL-9 (20 ng/mL), or IL-33 (25 ng/mL). Cells were processed according to manufacturer’s protocol (BD Phosflow Perm Buffer III).

### Cytokine Quantification in BM and Spleen

The long bones (femur, tibia, and iliac crest) from C57BL/6 mice were cleaned of muscle and tissue and then flushed with cold PBS (250 μl) to isolate the BM cells and extracellular fluid. Spleens from C57BL/6 mice were harvested, mashed between two microscope slides until homogenized, placed in an Eppendorf vial and then cold PBS (200 μl) was added and the mixture vortexed vigorously. The cell suspensions from both bone marrow and spleen were centrifuged at 400 × g for 5 min and the supernatant was then transferred to a clean Eppendorf vial. The supernatant was centrifuged at 10,000 × g for 10 min and stored frozen at −80°C. The resultant cell pellets from BM and spleen were resuspended in PBS (2% FBS) and enumerated for subsequent data normalization. The supernatant samples were analyzed using the Quantibody^®^ assay at Crux Biolabs and protein concentration normalized relative to cell number.

### Statistics

Data are shown as mean ± SEM. Statistical significance was determined using an unpaired 2-tailed Mann-Whitney *U* test, Wilcoxon matched-paired test, log-rank (Mantel-Cox) test, or paired *t* test when appropriate (^∗^*P* < 0.05; ^∗∗^*P* < 0.01; ^∗∗∗^*P* < 0.001; ^****^P < 0.0001). Statistical analyses were performed using GraphPad Prism software version 6.01.

## Results

### Treg Are Highly Enriched Within the BM and Represent a Phenotypically Distinct Treg Population

We have previously reported that the Treg population that resides in the BM is enriched with an autophagy-dependent TIGIT^+^ Treg population critical for establishing tolerance and controlling GVHD following SCT (Le Texier et al., 2016). Consistent with previous reports (Zou et al., 2004; Wei et al., 2006; Camacho et al., 2020), characterization of the BM resident Treg (BM-Treg) in naïve B6 mice aged 8–12 weeks demonstrated that Foxp3^+^ Treg are highly enriched in the CD4^+^ T cell compartment within the BM as compared to the spleen (SP) (BM: ∼40% vs SP: ∼10%). Further, BM-Treg expressed reduced FoxP3 levels compared to their splenic counterparts (Figures 1A,B). As FoxP3 is increased upon Treg activation and is critical for Treg suppressive function (Hori et al., 2003), reduced FoxP3 expression by BM-Treg suggests these Treg are in a less activated or functional state than pTreg (Liu et al., 2013; Rothstein and Camirand, 2015). Consistent with this, we show that compared to SP Treg, BM-Treg have a reduced capacity to suppress splenic Tcon proliferation *in vitro* (Figure 1C). However, the BM-Treg compartment is enriched in TIGIT-expressing Treg (BM: ∼36%, vs SP: ∼28%) which identifies a highly functional and activated memory Treg population (Figure 1D; Le Texier et al., 2016). While the TIGIT^+^ Treg within the BM and SP exhibited higher FoxP3 expression than TIGIT^neg^ Treg, FoxP3 expression was reduced in both TIGIT^+^ and TIGIT^neg^ Treg subsets in the BM as compared to the SP (Figure 1E). Comparing FoxP3 expression in CD4^+^ Treg across multiple lymphoid organs demonstrated that BM-Treg expressed the lowest FoxP3 levels irrespective of their TIGIT status (Supplementary Figure 1). To investigate this further, we adoptively transferred FoxP3^+^GFP^+^ Treg isolated from the SP of B6.FoxP3-GFP mice into B6.RAG1^–/–^ recipients (Figure 1F). Four weeks following adoptive transfer, we observed a marked enrichment of FoxP3^+^ Treg within the BM compartment of recipient mice (Figure 1G) and, despite originating from the SP, Treg isolated from the BM of recipient mice acquired a BM-Treg phenotype, including reduced expression of FoxP3 and enriched TIGIT expression (Figure 1H). Taken together, these data suggest that the BM microenvironment influences the phenotype and function of locally residing Treg and may play a central role in development and/or maintenance of the BM-Treg signature.

**FIGURE 1:**
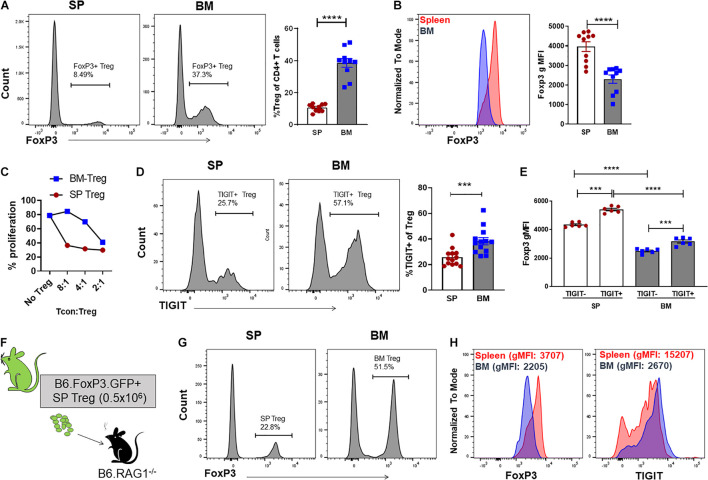
The BM is an enriched source of Treg which are phenotypically unique and directly influenced by the BM tissue niche. **(A,B)** Flow cytometry analysis of FoxP3 expression in CD4^+^ T cells isolated from naïve C57BL/6 mice aged 8–12 weeks (*n* = 10). **(A)** Representative histogram and frequency (%) of FoxP3^+^ expression in CD4^+^CD3^+^ SP and BM T cells **(B)** Representative histogram and gMFI of intracellular FoxP3 expression in CD4^+^CD3^+^ T cells isolated from the SP or BM. **(C)** *in vitro* analysis of the T cell suppressive capacity of FoxP3^+^ Treg isolated from either the SP or BM of B6.*FoxP3-GFP* transgenic mice (representative of independent experiments, *n* = 2). **(D)** Representative histogram and frequency (%) of TIGIT^+^ expression in CD4^+^CD3^+^ T cells from the BM or SP (*n* = 10). **(E)** gMFI of intracellular FoxP3 expression in TIGIT^neg^ and TIGIT^+^ CD4^+^CD3^+^ T cells isolated from the SP or BM (*n* = 6). **(G–H)** Cytometry analysis of FoxP3^+^ Treg populations 28 days following adoptive Treg transfer. B6.RAG^–/–^ recipients were administered with 0.5 × 10^6^ FoxP3^+^GFP^+^ Treg isolated from the SP of B6.FoxP3.GFP^+^ transgenic mice. **(F)** Outline of adoptive transfer transplant strategy. **(G)** Frequency (%) and FoxP3^+^ expression in CD4^+^CD3^+^ T cells from the BM and SP of recipient mice. **(H)** Representative histograms of intracellular FoxP3 expression and TIGIT^+^ expression in CD4^+^CD3^+^ T cells isolated from the SP or BM of recipient mice. Data are shown as mean ± SEM, and statistical significance was determined using paired *t* test (***P < 0.001; ****P < 0.0001). Statistical analyses were performed using GraphPad Prism version 6.01 software. Treg, regulatory T cell; SP, spleen; BM, bone marrow; gMFI, geometric mean of fluorescence intensity; TIGIT, T cell immunoreceptor with Ig and ITIM domains.

A failure in Treg homeostasis, with an associated reduction in pTreg numbers, contributes to cGVHD pathogenesis in both patients and mice (Zorn et al., 2005; Koyama et al., 2016; McDonald-Hyman et al., 2016). To assess the impact of cGVHD on the BM Treg compartment, we transferred B6 BM (5 × 10^6^) supplemented with splenic T cells (0.5 × 10^6^) from B6.FoxP3-GFP donors into lethally irradiated allogeneic B6D2F1 or syngeneic B6 recipients (Figure 2A). Late post-transplant, the Treg pool can be comprised of Treg derived from either the mature T cells contained in the graft (Tgraft Treg) or those emerging from the BM compartment (BMgraft Treg). The relative impact on these Treg populations was assessed using B6.FoxP3-GFP T cells. On day 28 after transplant, intracellular FoxP3 staining used to quantify all CD4^+^ Treg revealed a significant reduction in Treg frequency within the CD4 T cell compartment of the SP and to an even greater extent in the BM of mice receiving GVHD-inducing grafts as compared to syngeneic graft recipients (Figure 2B). Notably, in syngeneic recipients, similar to that seen in naïve mice, there was an increased proportion of Treg in the BM compartment compared to the SP, however, Treg failed to enrich in the BM of GVHD recipients. Overall, there was a significant reduction in CD4^+^FoxP3^+^ Treg numbers and FoxP3 expression in SP and BM of GVHD mice with lower FoxP3 expression in BM than SP residing Treg (Figures 2C,D). In syngeneic recipients, the majority of Treg in both the SP (∼85%) and BM (∼70%) were derived from the BMgraft and not the Tgraft GFP^+^CD4 Treg (Figure 2E). While GVHD impaired the reconstitution of both Tgraft and BMgraft Treg in the SP and BM, the relative impact of GVHD was greatest on the BMgraft Treg numbers.

**FIGURE 2:**
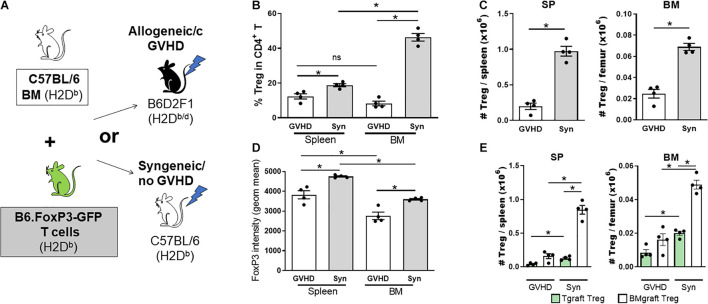
The BMgraft is a rich source of Treg following SCT, however, BMgraft derived Treg but fail to reconstitute within the both BM and SP during cGVHD. **(A–E)** Cytometry analysis of FoxP3^+^ Treg populations 28 days following SCT. Irradiated syngeneic C57BL/6 (H2D^b^) or allogeneic B6D2F1 (H2D^b/d^) recipients were transplant with BMgrafts from C57BL/6 mice supplemented with SP Tgrafts from B6.*FoxP3-GFP* transgenic mice (*n* = 4). **(A)** Outline of syngeneic and allogeneic transplant strategy. **(B)** Frequency (%) and **(C)** Total number of FoxP3^+^CD4^+^CD3^+^ T cells isolated from the BM and SP of transplanted mice. **(D)** gMFI of intracellular FoxP3^+^ expression in CD4^+^CD3^+^ T cells from the BM and SP of transplanted mice. **(E)** Total number of Tgraft derived (GFP^+^) or BMgraft derived (GFP^neg^) FoxP3^+^ CD4^+^CD3^+^ cells in the BM or SP of transplanted mice. Data are shown as mean ± SEM. Statistical significance was determined using an unpaired 2-tailed Mann-Whitney U test (*P < 0.05). Statistical analyses were performed using GraphPad Prism version 6.01 software. cGVHD, chronic graft versus host disease; SCT, stem cell transplantation.

We next assessed the contribution of BMgraft Treg to the control of GVHD. Again using the B6 → B6D2F1 cGVHD model, which is characterized by the development of sclerodermatous cGVHD (Koyama et al., 2016), we transferred BM from B6.FoxP3.GFP.DTR donor mice in which diphtheria toxin receptor (DTR) is driven off the FoxP3 promoter to facilitate specific Treg depletion in diphtheria toxin (DT) treated mice. To restrict Treg depletion to the BMgraft Treg compartment, B6.FoxP3.GFP.DTR BM grafts were supplemented with splenic T cells from a B6.FoxP3-RFP donor that is unaffected by DT administration (Figure 3A). On day 50 post-transplant, recipients administered DT twice weekly from day 21, when thymic T cell reconstitution begins, exhibited exacerbated skin cGVHD compared to those receiving saline, confirming a functional role for BMgraft Treg in contributing to the control of cGVHD (Figure 3B).

**FIGURE 3:**
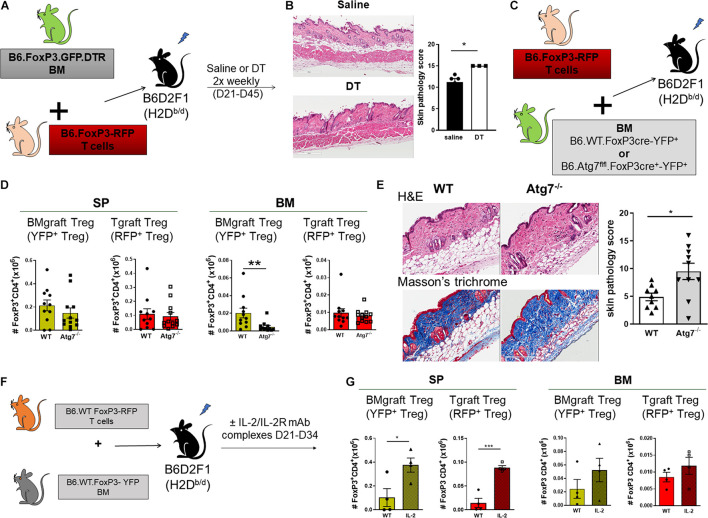
BMgraft Treg are required for cGVHD control. **(A,B)** Irradiated allogeneic B6D2F1 (H2D^b/d^) recipients were transplant with SP Tgrafts from B6.*FoxP3-RFP* transgenic mice and BMgrafts from B6.*FoxP3-GFP-DTR* transgenic mice. Transplanted mice were administered with either saline or DT twice weekly from day 21 until day 45 post-transplant (*n* = 3, 1 experiment). **(A)** Outline of allogeneic transplant strategy. **(B)** Representative images of H&E staining of the skin and pathology scoring from histopathology analysis of the skin of allogeneic transplant recipients. Original magnification, ×200. **(C–E)** Irradiated allogeneic B6D2F1 (H2D^b/d^) recipients were transplanted with SP Tgrafts from B6.*FoxP3-RFP* transgenic mice and BMgrafts from either Atg7fl/fl-FoxP3cre^+^YFP^+^ (Atg^7–/–^) or WT-FoxP3cre^+^YFP^+^ (WT) transgenic mice. **(C)** Outline of allogeneic transplant strategy. **(D)** Enumeration of BMgraft derived (YFP^+^) and Tgraft derived (RFP^+^) Treg in the SP and BM of WT (*n* = 11 from two independent experiments) or ATG^7–/–^ (*n* = 12 from two independent experiments) BMgraft recipients on day 35 after transplant. **(E)** Representative images of H&E staining and Masson’s trichrome staining of the skin and pathology scoring from histopathology analysis of the skin of WT (*n* = 9 from two independent experiments) or ATG^7–/–^ (*n* = 10 from two independent experiments) BMgraft recipients. **(F,G)** Irradiated allogeneic B6D2F1 (H2D^b/d^) recipients were transplant with SP Tgrafts from B6.*FoxP3-RFP* transgenic mice and BMgrafts from WT-FoxP3^+^YFP^+^ transgenic mice. Transplanted mice were administered with either saline or IL-2/IL-2R mAB complex twice weekly from day 21 to day 34 post-transplant (*n* = 4). **(F)** Outline of allogeneic transplant strategy. **(G)** Enumeration of BMgraft derived (YFP^+^) and Tgraft derived (RFP^+^) Treg in the SP and BM on day 35 post-transplant. Data are shown as mean ± SEM. Statistical significance was determined using an unpaired 2-tailed Mann-Whitney U test (*P < 0.05; **P < 0.01; ***P < 0.001). Statistical analyses were performed using GraphPad Prism version 6.01 software. Atg, autophagy-related gene; DT, diptheria toxin.

Our earlier studies using BM and T grafts from Atg7fl/fl-FoxP3cre^+^ mice with disabled autophagy specifically in FoxP3^+^ Treg demonstrated that Treg intrinsic autophagy is required for efficient Treg reconstitution and GVHD control (Le Texier et al., 2016). To examine the requirement for autophagy in BMgraft Treg engraftment and GVHD control, we next utilized grafts comprised of BM from WT-FoxP3cre-YFP^+^ or Atg7^fl/fl^-FoxP3cre^+^-YFP^+^ donors supplemented with B6.FoxP3-RFP T cells (Figure 3C). As compared to WT-FoxP3cre-YFP^+^ BM recipients, enumeration of BMgraft and Tgraft Treg in SP and BM on D35 after transplant revealed that selective Treg autophagy deficiency significantly reduced YFP^+^BMgraft Treg numbers in BM but not SP. Irrespective of the BM source, RFP^+^Tgraft Treg numbers were similar in both the SP and BM compartments (Figure 3D). Importantly, this Treg perturbation, which was restricted to the BM compartment, was associated with increased skin cGVHD pathology including increased dermal thickening and collagen deposition in the skin of recipients of autophagy-deficient BM grafts (Figure 3E).

We have previously shown the administration of anti–IL-2 mAb/IL-2 complexes expands pTreg and reduces cGVHD severity (McDonald-Hyman et al., 2016). Whether anti-IL-2mAb/IL-2 complexes improve BM-Treg numbers during cGVHD is unknown. To address this issue, we performed transplants where B6D2F1 recipients received grafts comprised of BM from FoxP3-YFP donors supplemented with T cells from B6.FoxP3-RFP mice that permits discrimination of Tgraft-derived from BM-derived Treg post-transplant (Figure 3F). Anti–IL-2 mAb/IL-2 complexes effectively expanded SP-Treg, including both Tgraft and BMgraft-derived Treg (Figure 3G). In contrast, there was minimal impact on the BM-Treg, suggesting that additional Treg enhancing therapeutic strategies are required to specifically improve BM-Treg numbers for better control of cGVHD.

### BM-Treg Exhibit a Distinct Transcriptional Profile

To gain a better understanding of the phenotypic and functional differences between Treg of BM and splenic origin, we preformed bulk RNA sequencing (RNAseq) analysis on FoxP3^+^ Treg isolated from the BM or SP of naïve B6.FoxP3-GFP mice (Figure 4A). 

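The RNAseq data comprised 4 BM-Treg and 4 SP-Treg libraries, made from FoxP3+ cells that had been sorted from mice aged 12 weeks. In B6.FoxP3-GFP mice, cells that express FoxP3 also carry a green fluorescent protein, by which Treg can be sorted. The methods give 4 replicates per condition, while the legend of Figure 4 gives fewer per tissue for its heatmap, and all 8 libraries were used here. RNA was amplified with the single primer isothermal method of NuGEN and sequenced from a single end with reads of 80 nt. The authors deposited expected counts, which are estimated numbers of reads per gene that need not be whole, and FPKM values, in which those counts are divided by transcript length and by library depth. Their tables list 38215 genes and 92351 transcripts by Ensembl identifier. Of these genes, 36429 were found by identifier in the GENCODE M21 annotation of the GRCm38 mouse genome, and 99.8% of those overlapped it in position, so that the coordinates given here refer to GRCm38. The paper's text does not name the aligner, the counting program, the expression filter or the test for differential expression.

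Expected counts on genes summed to 17544552, 20507445, 21921252 and 12427136 in BM-Treg replicates 1 to 4 (median 19025998). In SP-Treg replicates 1 to 4 they summed to 12938469, 13278601, 12924964 and 14121975 (median 13108535). The methods state a target of 30000000 to 50000000 reads per sample, which counts reads before assignment to genes, and the values given here use the expected counts. Mitochondrial ribosomal RNA took 23.8% ± 1.69 (SD, n = 4) of the counts in BM-Treg and 25.6% ± 5.42 (SD, n = 4) in SP-Treg. According to the sample labels, BM-Treg replicates 1 to 3 belonged to batch 1 and came from females, whereas BM-Treg replicate 4 and all SP-Treg libraries belonged to batch 3 and came from males. The paper gives female mice unless stated otherwise. Batch and the sex given in the labels could therefore not be separated from each other, and within a batch the tissues could be compared only through BM-Treg replicate 4, without a replicate on the BM side.

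For the comparison of BM-Treg with SP-Treg, expected counts were rounded to whole numbers, normalized by the TMM method and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg (BH) adjustment over all genes tested. The default expression filter of edgeR kept 13397 genes, or 35.1% of those listed. Gene levels are given as counts scaled to a common normalized library size (CPM), and a positive log2 fold change means higher expression in BM-Treg. The amplified cDNA carried no molecular identifiers, so that reads are not independent molecules, and the error of each value was taken from the spread between replicates.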

We identified 1056 differentially expressed genes (DEGs; 526 downregulated and 494 upregulated) in BM-Treg confirming that BM-Treg are transcriptionally distinct from SP Treg (Figure 4B). 

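BM-Treg and SP-Treg differed in 1172 of the 13397 genes tested at a BH adjusted p threshold of 0.05 (edgeR's quasi-likelihood test), with 499 genes upregulated and 673 downregulated in BM-Treg. An absolute log2 fold change of at least 1 was reached by 310 of these DEGs. In 2164 genes, 16.2% of those tested, every BM-Treg library lay on one side of every SP-Treg library, where chance separates 2.86%. The first principal component of the libraries held 31.95% of the variance and separated the tissues. BM-Treg replicates 1 to 4 lay at 31.7, 20.7, 25.3 and 37.8 on this component, and SP-Treg replicates 1 to 4 at -32.8, -32.3, -22.6 and -27.8. Thus BM-Treg replicate 4, which shares its batch with the SP-Treg, lay farther from them on this component than the BM-Treg libraries of the other batch. Component 3 (15.2% of the variance) set BM-Treg replicate 4, at -46.0, apart from BM-Treg replicates 1 to 3, at 24.2, 17.7 and 12.6. The SP-Treg libraries lay between them. With a single BM-Treg library in batch 3, an effect of batch there cannot be told apart from that library.

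The alternative that moved the number of DEGs most was a model with batch as a term, which rests on a single BM-Treg library in batch 3 and called 258 genes, 111 upregulated and 147 downregulated. Of the 1172 DEGs, 1171 had the same direction in that model. The same number had the same direction when BM-Treg replicate 4 alone was compared with the SP-Treg of its batch, although that library was also part of the comparison that called them. When the log2 fold changes of BM-Treg replicates 1 to 3 and of BM-Treg replicate 4 were each computed against separate pairs of SP-Treg libraries, their correlation across genes, which are not independent replicates, was between 0.326 and 0.419 over the 6 ways to divide the SP-Treg libraries. With each library left out in turn, between 690 and 1048 genes were called, the fewest without BM-Treg replicate 2, and 553 of the DEGs were called in all 8 of these fits. The balance of directions depended on the setting: 42.6% of the DEGs were upregulated, but 51.3% of the genes called among those with at least 10 counts in every library (632 upregulated, 599 downregulated), and 63.0% of the 765 genes called by limma-trend on log2(FPKM + 1). The FPKM values were not normalized by TMM.

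**Figure D1:**
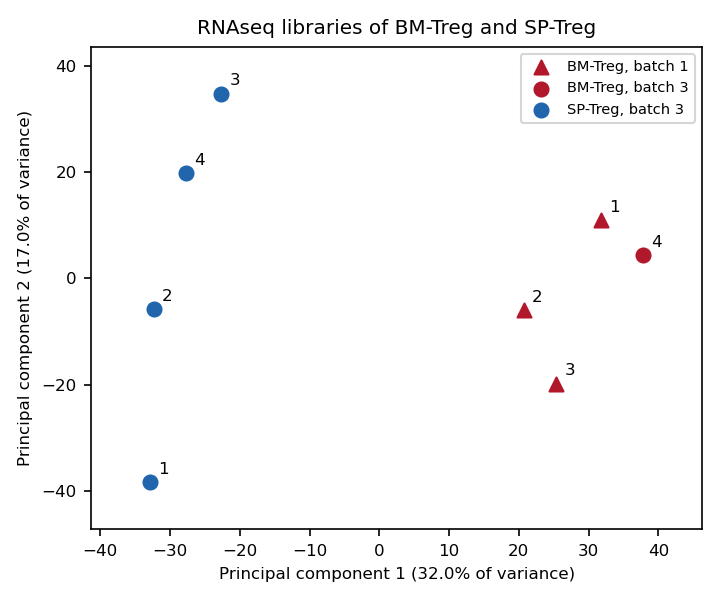
Principal components 1 and 2 of the 8 RNAseq libraries (percent of variance on each axis), computed from log2 CPM of the genes tested; each point is a library with its replicate number, red for BM-Treg and blue for SP-Treg, with triangles for batch 1 and circles for batch 3. The BM-Treg libraries lie at 20.7 or higher on component 1 and the SP-Treg libraries at -22.6 or lower, while component 2 holds 17.0% of the variance and mixes the tissues.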

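Klrg1 (ENSMUSG00000030114, chromosome 6, 122270596 to 122282882) encodes a lectin-like receptor of differentiated T cells. Its transcript reached 234 ± 62.5 CPM (SD, n = 4) in BM-Treg and 111 ± 3.98 CPM (SD, n = 4) in SP-Treg, a log2 fold change of 1.07 (standard error 0.15, adjusted p = 0.00105, edgeR's quasi-likelihood test with BH adjustment). In BM-Treg replicate 4 against the SP-Treg of its own batch, the log2 fold change of Klrg1 was 1.57. Fgl2 (ENSMUSG00000039899, chromosome 5, 21372642 to 21378374), which encodes a secreted fibrinogen-like protein, rose from 66.8 ± 12.4 CPM in SP-Treg to 135 ± 19.3 CPM in BM-Treg (SD, n = 4 each). The log2 fold change of Fgl2 was 1.02 (standard error 0.14, adjusted p = 0.000909, same test) over all libraries and 0.73 within batch 3.

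Itga2 (ENSMUSG00000015533, chromosome 13, 114835916 to 114932041) encodes CD49b and was expressed at 20.1 ± 3.40 CPM in BM-Treg against 10.2 ± 4.82 CPM in SP-Treg (SD, n = 4 each). Every BM-Treg library had more Itga2 than every SP-Treg library (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). In the test over all genes, however, its log2 fold change of 0.98 (standard error 0.32) did not pass the threshold (edgeR adjusted p = 0.0874). DESeq2 (adjusted p = 0.0113) and limma-voom (adjusted p = 0.0472) called Itga2, as did edgeR without SP-Treg replicate 1 (log2 fold change 1.22, adjusted p = 0.0397), whereas over all alternatives the adjusted p reached 0.287. Tsc22d3 (ENSMUSG00000031431, X chromosome, 140539528 to 140600659), which encodes the glucocorticoid-induced protein GILZ, was called at a log2 fold change of 0.81 (standard error 0.21, edgeR adjusted p = 0.0366) from 43.9 ± 6.11 CPM in BM-Treg and 24.9 ± 8.42 CPM in SP-Treg (SD, n = 4 each). Tsc22d3 lost its call in 5 of the 8 fits that left out a library, with an edgeR adjusted p of up to 0.101, and on the FPKM scale. With batch as a term, Fgl2 and Tsc22d3 were no longer called (edgeR adjusted p = 0.0727 and 0.284), while Klrg1 kept its call. Within batch 3 the log2 fold changes of Itga2 and Tsc22d3 were 1.13 and 0.78.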

In line with recent studies, we observed increased expression of several genes [KLRG1, Fgl2, Itga2 (CD49b), and Tsc22d3 (GILZ)] that were consistent with an enrichment of an activated memory Treg phenotype within the BM (Figure 4C; Joller et al., 2014; Camacho et al., 2020). In contrast, and in concordance with our observed reduction in suppressive function in BM-Treg, multiple genes associated with Treg function [Gzmb, Itgea (CD103), Lag3, Lrrc32 (GARP), Nt5e (CD73), and Gpr83] were downregulated in BM-Teg. 

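Of these genes, Nt5e showed the firmest difference. It lies on chromosome 9 from 88327609 to 88372089 (ENSMUSG00000032420) and was expressed at 80.3 ± 9.85 CPM in BM-Treg and 205 ± 49.9 CPM in SP-Treg (SD, n = 4 each). Its log2 fold change was -1.35 (standard error 0.16, adjusted p = 0.000568, edgeR's quasi-likelihood test with BH adjustment), and it passed the threshold under every alternative tested, with batch as a term included (edgeR adjusted p = 0.0483). For CD73, the protein of Nt5e, the paper reports the opposite direction by flow cytometry on other cells, with higher levels across BM-Treg. The decrease of Nt5e therefore holds for transcripts only. Lrrc32 (ENSMUSG00000090958, chromosome 7, 98494222 to 98501831) was at 194 ± 22.1 CPM in BM-Treg and 492 ± 198 CPM in SP-Treg (SD, n = 4 each), a log2 fold change of -1.34 (standard error 0.28, edgeR adjusted p = 0.0213). Itgae (ENSMUSG00000005947, chromosome 11, 73090583 to 73147446) had a log2 fold change of -0.91 (standard error 0.22, edgeR adjusted p = 0.0276), from 164 ± 20.3 CPM in BM-Treg and 307 ± 101.4 CPM in SP-Treg (SD, n = 4 each). For Gzmb (ENSMUSG00000015437, chromosome 14, 56258856 to 56262260) the values were 16.6 ± 2.36 CPM and 26.0 ± 6.57 CPM (SD, n = 4 each), a log2 fold change of -0.65 (standard error 0.18, edgeR adjusted p = 0.0384), and the libraries of the tissues overlapped. The calls were less stable for these genes than for Nt5e. Leaving out a library removed the call of Lrrc32 and of Itgae in 5 of 8 fits each (edgeR adjusted p up to 0.0676 and 0.0869) and that of Gzmb in 7 (up to 0.136), and the batch term removed all of them.

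Lag3 and Gpr83 were lower in BM-Treg without passing the threshold, and for each of them a single library decided the call. Lag3 (ENSMUSG00000030124, chromosome 6, 124904361 to 124911705) was at 23.7 ± 18.4 CPM in BM-Treg and 57.0 ± 7.65 CPM in SP-Treg (SD, n = 4 each), with a log2 fold change of -1.25 (standard error 0.51, edgeR adjusted p = 0.197). BM-Treg replicate 3, at 50.2 CPM, lay above SP-Treg replicate 4, at 48.9 CPM, whereas the other BM-Treg libraries lay between 10.6 and 21.9 CPM. Without BM-Treg replicate 3, the log2 fold change of Lag3 was -1.93 (edgeR adjusted p = 0.00176), and over all alternatives the adjusted p ranged up to 0.356. Gpr83 (ENSMUSG00000031932, chromosome 9, 14860210 to 14870789) was at 15.9 ± 3.47 CPM in BM-Treg and 43.6 ± 25.2 CPM in SP-Treg (SD, n = 4 each), with a log2 fold change of -1.46 (standard error 0.46, edgeR adjusted p = 0.102). SP-Treg replicate 1, at 16.1 CPM of Gpr83, lay within the BM-Treg. Without it the log2 fold change was -1.72 (edgeR adjusted p = 0.00766), and DESeq2 called the gene with all libraries (adjusted p = 0.0242), while the batch term gave the highest adjusted p of the alternatives (0.368). All of these genes were lower within batch 3 as well, where the log2 fold changes were -1.33 for Nt5e, -1.28 for Lrrc32, -0.83 for Itgae, -0.69 for Gzmb, -2.25 for Lag3 and -1.68 for Gpr83.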

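Transcripts of 6 cytokine receptor genes and 2 chemokine receptor genes, Il9r, Il1rl1, Ifngr1, Il7r, Il6ra, Il10ra, Ccr3 and Ccrl2, were compared between the tissues. Il9r (ENSMUSG00000020279, chromosome 11, 32187541 to 32200279), the gene of the IL-9 receptor, was expressed at 40.3 ± 4.27 CPM in BM-Treg and 13.2 ± 2.90 CPM in SP-Treg (SD, n = 4 each). Its log2 fold change of 1.61 (standard error 0.16, adjusted p = 8.15e-05, edgeR's quasi-likelihood test with BH adjustment) was 1.63 within batch 3 and passed the threshold under every alternative tested. Il1rl1 (ENSMUSG00000026069, chromosome 1, 40429570 to 40465415) encodes ST2, the receptor of IL-33. It reached 67.8 ± 9.74 CPM in BM-Treg and 32.9 ± 7.91 CPM in SP-Treg (SD, n = 4 each), a log2 fold change of 1.04 (standard error 0.17, edgeR adjusted p = 0.00244) and 1.25 within batch 3, and also passed under every alternative.

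The remaining receptor genes had log2 fold changes of 0.84 for Ifngr1 (chromosome 10, 19591949 to 19610229), 0.82 for Il7r (chromosome 15, 9506161 to 9529876), 0.55 for Il6ra (chromosome 3, 89869324 to 89913162), 0.38 for Il10ra (chromosome 9, 45253837 to 45269149), 1.21 for Ccr3 (chromosome 9, 124021971 to 124031689) and 0.79 for Ccrl2 (chromosome 9, 111054835 to 111057270). Their edgeR adjusted p lay between 0.00142 for Ifngr1 and 0.0408 for Il6ra. Within batch 3 these log2 fold changes were 0.67, 0.81, 0.58, 0.37, 1.12 and 0.69 in the same order. In 7 of the 8 receptor genes every BM-Treg library was above every SP-Treg library (exact two-sided permutation test, p = 0.0286 for each gene), and only in Il6ra did the libraries overlap. Il6ra lost its call in 6 of the 8 fits that left out a library (edgeR adjusted p up to 0.0936) and Il10ra in 4 (up to 0.0938). With batch as a term, 6 of the receptor genes no longer passed, with an edgeR adjusted p of 0.0706 for Il7r, 0.0782 for Ccr3, 0.0911 for Ifngr1, 0.186 for Ccrl2, 0.259 for Il6ra and 0.260 for Il10ra, although each stayed higher in BM-Treg.

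**Figure D2:**
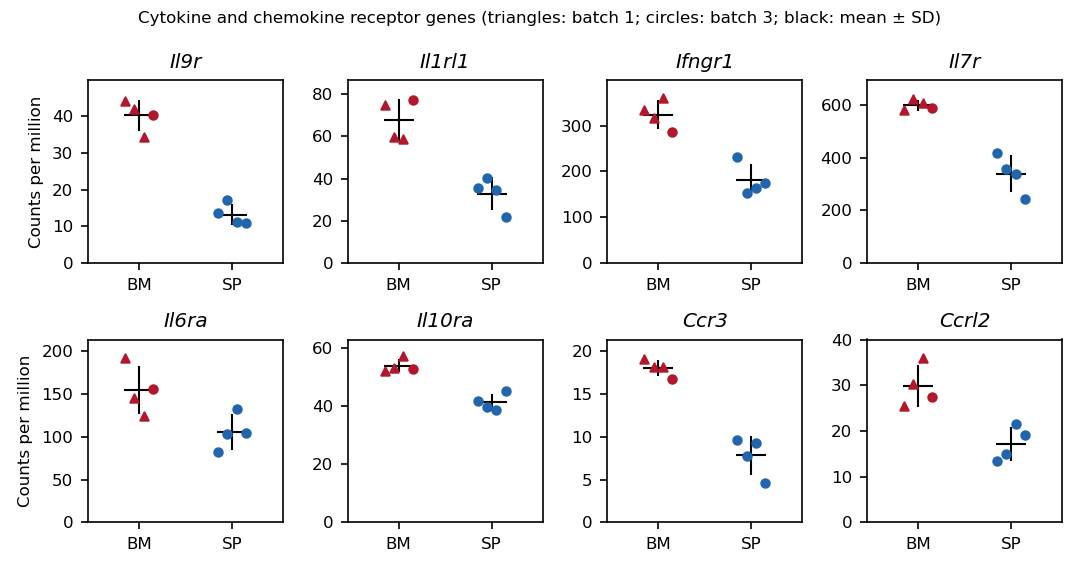
Expression of 8 cytokine and chemokine receptor genes in CPM (vertical axes, from 0) in BM-Treg (red) and SP-Treg (blue); each point is a library, with triangles for batch 1 and circles for batch 3, and black lines mark the mean ± SD of 4 libraries. For Il9r the BM-Treg mean is 40.3 CPM against 13.2 CPM in SP-Treg, and the libraries of the tissues overlap for Il6ra alone.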

Relative to SP-Treg, BM-Treg exhibited divergent patterns of cytokine and chemokine receptor gene expression with BM-Treg expressing elevated levels of cytokine receptors for IL-9, IL-33, IFNγ, IL-7, IL-6, IL-10, and chemokine receptors CCR3 and CCRL2. 

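Tcf7 (ENSMUSG00000000782, chromosome 11, 52252371 to 52283014), which encodes the transcription factor TCF-1, was expressed at 68.5 ± 16.4 CPM in BM-Treg and 181 ± 34.4 CPM in SP-Treg (SD, n = 4 each). The log2 fold change was -1.40 (standard error 0.17, adjusted p = 0.000900, edgeR's quasi-likelihood test with BH adjustment) and -1.63 within batch 3. BM-Treg replicate 1, at 92.9 CPM, lay apart from the other BM-Treg libraries and still below every SP-Treg library. Irf4 (ENSMUSG00000021356, chromosome 13, 30749226 to 30766927) was at 136 ± 12.1 CPM in BM-Treg and 301 ± 62.3 CPM in SP-Treg (SD, n = 4 each), with a log2 fold change of -1.14 (standard error 0.14, edgeR adjusted p = 0.000392) and -1.22 within batch 3. Both genes passed the threshold under every alternative tested, and with batch as a term the edgeR adjusted p was 0.0267 for Tcf7 and 0.0274 for Irf4. The difference in Ezh2 (ENSMUSG00000029687, chromosome 6, 47530274 to 47595341), a histone methyltransferase gene, was smaller. It was expressed at 60.6 ± 8.70 CPM in BM-Treg and 92.4 ± 21.3 CPM in SP-Treg (SD, n = 4 each), a log2 fold change of -0.61 (standard error 0.16, edgeR adjusted p = 0.0264) and -0.54 within batch 3. Ezh2 no longer passed with the batch term (edgeR adjusted p = 0.296), on the FPKM scale, or in 5 of the 8 fits that left out a library (up to 0.0771).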

In BM resident Treg, differences in transcription factor expression including the downregulation of FoxP3 interacting transcription factors Ezh2, Irf4, and Tcf7 were noted. Thus, the BM-Treg exhibit a unique transcriptional profile with differential expression of genes associated with Treg function, activation, cytokine responsiveness, and migration.

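All 31 genes of the curated heatmap in Figure 4C had the direction shown there, in the comparison of all libraries as well as within batch 3. Of these genes, 27 passed the threshold over all genes tested (edgeR's quasi-likelihood test with BH adjustment), 12 of them upregulated and 15 downregulated in BM-Treg. Fos, Itga2, Lag3 and Gpr83 did not pass it. Adjusted over the list alone, all 31 passed, which is not independent evidence because the paper chose the list on these libraries. In 27 of the 31 genes, every library of one tissue lay above every library of the other. Calls held for 18 genes in all 8 fits that left out a library, and for 12 genes with batch as a term, where the estimate rests on BM-Treg replicate 4. Among the genes of the heatmap that the text does not name, Bcl6 (ENSMUSG00000022508, chromosome 16, 23965052 to 23988852) fell by 0.89 on the log2 scale (standard error 0.15, edgeR adjusted p = 0.00227). The largest decreases were those of Il1rn (log2 fold change -2.61), which encodes the IL-1 receptor antagonist, and of Il1r2 (-2.09), which encodes the decoy receptor of IL-1. From the genes that differ, the paper concludes that BM-Treg have a transcriptional profile of their own, with differential expression of genes of Treg function, activation, responsiveness to cytokines and migration.

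**Figure D3:**
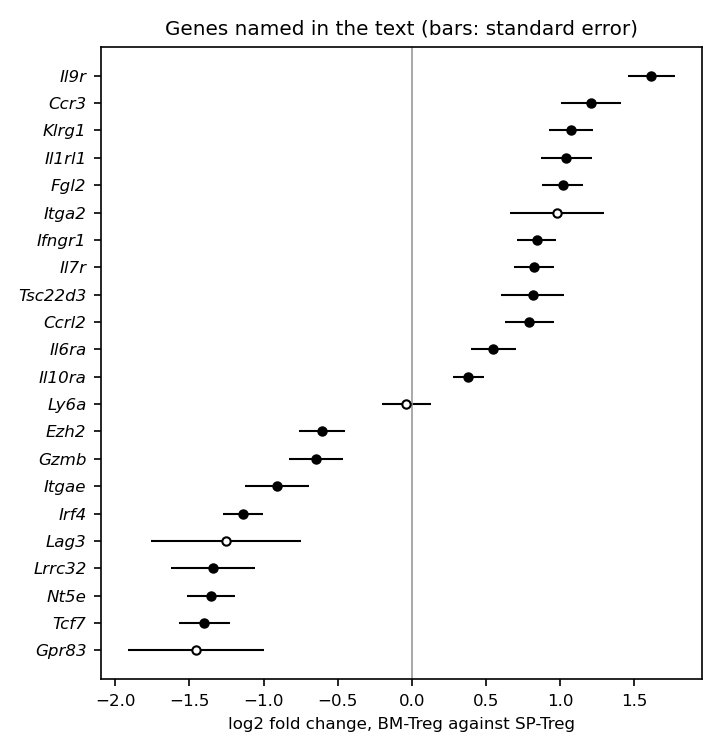
Log2 fold change of BM-Treg against SP-Treg (horizontal axis) for the 22 genes that the paper's text names from the RNAseq, with bars for the standard error; filled points passed an adjusted p threshold of 0.05 in edgeR's quasi-likelihood test and open points did not. Itga2, Ly6a, Lag3 and Gpr83 are open, and Ly6a alone lies at 0 within its error.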

**FIGURE 4:**
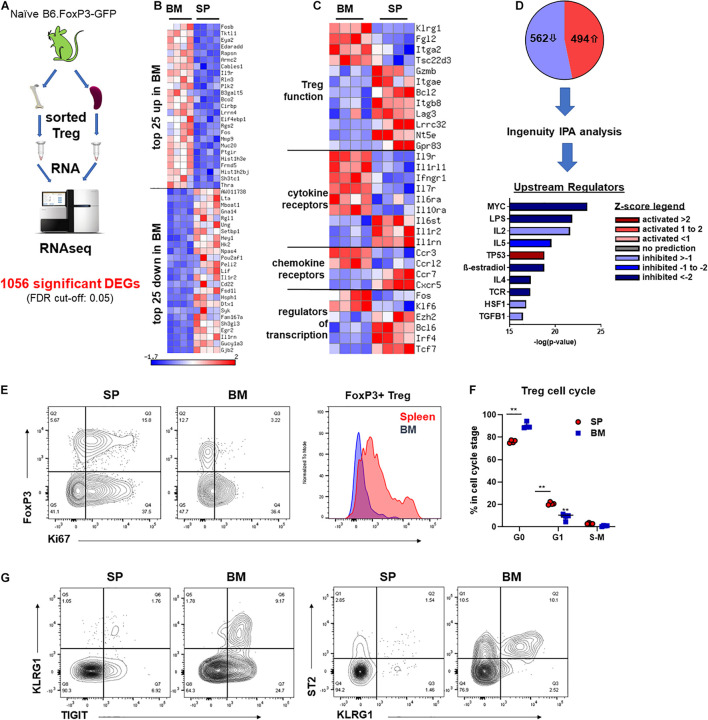
BM-Treg exhibit distinct transcriptional and phenotypic signatures. **(A–D)** RNAseq analysis of FoxP3^+^ Treg sort purified from either the BM or SP of 12-week-old naïve B6.FoxP3-GFP mice. **(A)** Outline of RNAseq analysis strategy. **(B)** Heatmap showing bulk RNRseq analysis of DEGs in FoxP3^+^ cells (*n* = 3 replicated per tissue). Top 25 upregulated and downregulated DEGs in BM-Treg. **(C)** Heatmap showing curated analysis of DEGs in BM-Treg. Differential expression of genes associated with Treg activation and function. **(D)** Ingenuity IPA of likely upstream regulators. **(E)** Representative flow cytometry analysis of Ki67 expression relative to FoxP3^+^ expression in CD4^+^CD3^+^ T cells isolated from the SP or BM. Representative histogram of Ki67 expression FoxP3^+^CD4^+^ Treg from the SP or BM. **(F)** Cell cycle analysis of FoxP3^+^ Treg isolated from either the BM or SP of naïve B6.FoxP3-GFP mice (*n* = 3). **(G)** Flow cytometry analysis of TIGIT^+^, KLRG1^+^ and ST2^+^ Treg in the SP and BM. RNAseq, RNA sequencing; DEGs, differentially expressed genes; IPA, interpretative phenomenological analysis. Data are shown as mean ± SEM. Statistical significance was determined using an unpaired 2-tailed Mann-Whitney U test (**P < 0.01).

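All 50 genes of the heatmap in Figure 4B, 25 upregulated and 25 downregulated in BM-Treg, had the direction shown there, in the comparison of all libraries, within batch 3 and with batch as a term. Over all genes tested, 40 of them passed the threshold (edgeR's quasi-likelihood test with BH adjustment), 20 in each direction. Adjusted over the list alone, 49 passed, all but Syk, which is not independent evidence because the paper chose the list on these libraries. In 48 of the 50 genes the libraries of the tissues did not overlap, the exceptions being Pou2af1 and Syk. Calls held for 33 genes in all 8 fits that left out a library and for 19 with the batch term.

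Fosb (ENSMUSG00000003545, chromosome 7, 19302721 to 19310045), which encodes a subunit of the AP-1 transcription factor, had the largest increase at 98.7 ± 36.4 CPM in BM-Treg and 17.0 ± 11.4 CPM in SP-Treg (SD, n = 4 each). Its log2 fold change of 2.54 (standard error 0.58, edgeR adjusted p = 0.0452) lost the call in 6 of the 8 fits that left out a library (adjusted p up to 0.102). The largest decrease within the heatmap was that of Gjb2 (log2 fold change -3.27), followed by Gucy1a3 (-2.70). The genes that did not pass the threshold over all genes were Cables1, Plk2, Eif4ebp1, Fos and Hist1h2bj among those upregulated and Pou2af1, Fam167a, Hsph1, Cd22 and Syk among those downregulated. Hist1h2bj belongs to a family of similar histone genes, between which the counting could have split reads.

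SP-Treg replicate 2 decided much of the difference in Cd22, Pou2af1 and Syk, of which Cd22 is in the list of B cell marker genes. It held 43.3 CPM of Cd22 against 6.69 to 9.78 CPM in the other SP-Treg libraries, and 24.0 CPM of Syk against 0.719 to 4.04 CPM. Without SP-Treg replicate 2, the log2 fold change went from -2.11 to -1.12 for Cd22, from -2.01 to -1.14 for Pou2af1 and from -2.22 to -0.73 for Syk.

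Among all DEGs with a mean log2 CPM of at least 1 and no overlap between the libraries, the 5 largest increases were those of Fosb, Scarna2, Tktl1, Eya2 and Edaradd. The 5 largest decreases were those of Ighg2b, Ighg2c, Ighg1, Sostdc1 and Tgm2. Ighg2b and Ighg2c had at most 2 counts in each BM-Treg library and were at least 151-fold and at least 148-fold lower than in SP-Treg, where the floor was set at 3 counts. These limits rest in part on SP-Treg replicate 2, without which they were at least 59.0-fold for Ighg2b and at least 108-fold for Ighg2c. Ighg2b lost its call in 4 of the 8 fits that left out a library (edgeR adjusted p up to 0.0737), and limma-voom and the batch term called none of the Ighg genes named here (adjusted p up to 0.277). The constant region genes of immunoglobulin G resemble each other, so that the counting could have split reads between them. Igj, the transcript of the joining chain of plasma cells, had 3, 309, 107 and 77 counts in SP-Treg replicates 1 to 4. In each BM-Treg library it had at most 9. Plasma cells or B cells in the SP-Treg sorts therefore stay open as a source of the Ighg reads. Ighg1 had 0, 5, 4 and 0 counts in BM-Treg replicates 1 to 4, so that the size of its fitted log2 fold change (-8.03) is poorly determined. Sostdc1 (ENSMUSG00000036169, chromosome 12, 36314169 to 36318452), which encodes a secreted antagonist of BMP and Wnt signaling, fell by 4.81 on the log2 scale, from 24.4 ± 6.95 CPM (SD, n = 4) in SP-Treg to 15 or 16 counts in each BM-Treg library.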

### Transcriptional Analysis Shows BM-Treg Are in a Less Active, More Quiescent State

Using Ingenuity interpretative phenomenological analysis (IPA) of likely upstream regulators (USRs) we observed a signature in BM-Treg consistent with a loss of activity and gain of a quiescent state. MYC was one of the most significantly dysregulated USRs predicated by IPA (Figure 4D). BM-Treg MYC activity was predicted to be significantly downregulated, with a z-score of −5.39. Additionally, 127 of the 1053 DEGs identified by our bulk RNAseq analysis are direct MYC targets, 78 of which were differential expressed in BM-Treg consistent with inhibition of MYC signaling. 

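Myc itself (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) was expressed at 46.0 ± 5.29 CPM in BM-Treg and 94.9 ± 38.02 CPM in SP-Treg (SD, n = 4 each). The log2 fold change was -1.04 (standard error 0.26, adjusted p = 0.0413, edgeR's quasi-likelihood test with BH adjustment) and -1.08 within batch 3, and every BM-Treg library was below every SP-Treg library. The call was lost with limma-voom (adjusted p = 0.0649), on the FPKM scale (0.102 and 0.107), with no filter beyond 1 count in total (0.137), with batch as a term (0.284) and in 6 of the 8 fits that left out a library (up to 0.119).

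The Ingenuity list of MYC targets was not used here. In its place, a list of 58 genes activated by MYC was fixed beforehand, of which 57 were tested, 2 are also named by the paper from these libraries and 5 are also in another of the 6 lists tested. In BM-Treg, 45 of the 57 genes were lower and 12 higher, with a median log2 fold change of -0.29 over all libraries and -0.23 within batch 3. Over all genes tested, 16 genes of the list passed the threshold, all lower in BM-Treg, and adjusted over the list alone 23 did, also all lower. Hk2 (-1.93), Ung (-1.84), Hspd1 (-1.44) and Hspe1 (-1.18) had the largest log2 fold changes of these. The paper shows Hk2 and Ung in Figure 4B from the same libraries. Ung is also in a list of S phase genes, and Hspd1 and Hspe1 are in a list of heat shock genes. These genes are therefore not evidence for MYC alone. The list as a whole was lower in BM-Treg by limma's camera test with its preset correlation between genes of 0.01 (BH adjusted p = 3.81e-07 over the 6 lists), and by the fry test (adjusted p = 0.00766). The alternative that changed this most was an estimated correlation between genes in camera, under which the list did not pass (adjusted p = 0.0965). The library medians of the list were lower in all 4 BM-Treg libraries than in all 4 SP-Treg libraries (exact two-sided permutation test, p = 0.0286).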

MYC drives cell cycle and proliferation in response to TCR and IL-2 (Tzachanis et al., 2004; Chapman et al., 2020; Rodriguez et al., 2021) which are also predicted to be downregulated in BM-Treg (Figure 4D) suggesting this subset is in a more quiescent and less proliferative state than pTreg. 

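For cell cycle, IL-2 and TCR signaling, lists fixed beforehand were tested in place of the Ingenuity lists, with camera and BH adjustment over the 6 lists. Of 43 genes of S phase, 41 were lower in BM-Treg, with a median log2 fold change of -0.41 (adjusted p = 7.05e-11, limma's camera). Over all genes 12 of them passed the threshold, and 21 adjusted over the list alone, each lower in BM-Treg. The paper names 1 gene of this list, and 3 are in another list. Among those 12, the largest decrease besides Ung was that of Dtl (-1.28). The median was -0.23 within batch 3, where the only BM-Treg library, replicate 4, lay within the range of the SP-Treg libraries (exact two-sided permutation test of the library medians of both tissues, p = 0.0571). By contrast, 54 genes of G2 and M phase showed no difference, with a median log2 fold change of 0.0055 (adjusted p = 0.484, limma's camera), 27 genes higher and 27 lower. Of these, 2 passed as higher and 2 as lower, over all genes as well as adjusted over the list alone, and none is in another list. That median took either sign when a library was left out, from -0.18 without BM-Treg replicate 4 to 0.14 without BM-Treg replicate 3, and the list passed as lower without BM-Treg replicate 4 (limma's camera adjusted p = 0.0159) and without BM-Treg replicate 1 (median -0.025, adjusted p = 0.0404). With batch as a term the G2 and M list was higher in BM-Treg (median 0.36, limma's camera adjusted p = 4.78e-05), an estimate that rests on replicate 4, and within batch 3 its median was 0.37.

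Of 22 genes induced by IL-2, 19 were lower in BM-Treg, with a median log2 fold change of -0.40 (adjusted p = 2.78e-06, limma's camera) and -0.37 within batch 3. The paper names 7 of these 22 genes from the same libraries, and 2 are in another list. Over all genes 7 passed as lower (Bcl2, Gzmb, Il1r2, Il1rn, Lif, Lrrc32 and Lta) and 1, Pim1, as higher. These 7 are the same genes that the paper names, so that their calls are not independent evidence. The result for the list rests in part on them as well, and the list was not tested without them. Among the other genes of the list, Pim1 was the only call. Adjusted over the list alone, 11 passed as lower and 1 as higher. Of 24 genes induced by TCR signals, 2 are named by the paper and 4 are in another list, and of the 22 tested 17 were lower, with a median of -0.28 (adjusted p = 1.15e-06, limma's camera) and -0.33 within batch 3. Those that passed over all genes were Cd200, Egr1, Egr2, Egr3, Icos, Irf4, Myc and Tnf, all lower, and 10 passed adjusted over the list alone. Without BM-Treg replicate 1 the median of the TCR list was -0.17. The library medians of the IL-2 and TCR lists did not overlap between tissues (exact two-sided permutation test, p = 0.0286 each). For the TCR list this depended on the centring, chosen after the values were seen: with genes centred on the SP-Treg mean in place of the mean of all 8 libraries, its exact p was 0.0571. The S phase, IL-2 and TCR lists also passed under fry (adjusted p = 0.00766 each), and none of them passed with an estimated correlation in camera (adjusted p = 0.0965 each). From the predicted decrease of MYC, TCR and IL-2 signaling, the paper proposes that BM-Treg are more quiescent and less proliferative than Treg of the periphery.

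**Figure D4:**
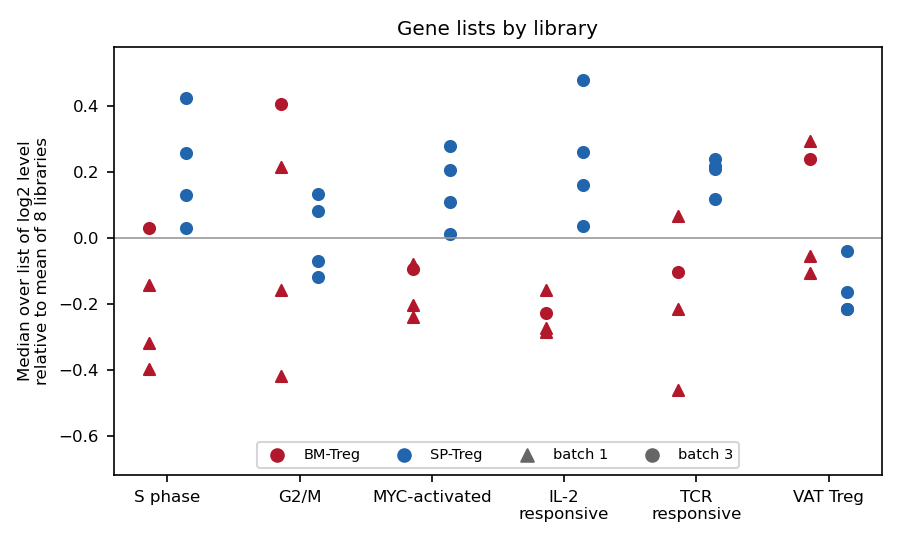
Median over each gene list of the log2 expression level relative to the mean of the 8 libraries (vertical axis), for 6 lists named on the horizontal axis; each point is a library, red for BM-Treg and blue for SP-Treg, with triangles for batch 1 and circles for batch 3. The tissues separate for the MYC, IL-2 and TCR lists and overlap for the S phase, G2/M and visceral adipose tissue (VAT) Treg lists.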

Supporting this, fewer BM-Treg expressed Ki-67, and cell cycle analysis showed an increased proportion of BM-Treg over SP-Treg in G0, and thus quiescent (Figures 4E,F). Together these data demonstrate that while BM-Treg may be enriched with activated memory Treg subsets, they are simultaneously in a more resting and quiescent state than pTreg.

Extending our phenotypic analysis as guided by the DEG list and literature, we performed flow cytometric profiling to identify unique features of BM-resident Treg. Analysis of a broad panel of functional markers on CD4^+^FoxP3^neg^ Tcon and CD4^+^FoxP3^+^ Treg from the SP and BM of 12 week old WT B6 mice identified several markers that were specifically increased on BM-Treg compared to SP-Treg (Supplementary Figure 2). Another set of markers (CD69, CD49b, and CD39) were observed to be increased on both Tcon and Treg in the BM, while both GARP and TCF-1 (encoded by Tcf7) were downregulated on BM-Treg (Supplementary Figure 2). Differential expression of functional markers was confirmed using B6.FoxP3-GFP reporter mice (Supplementary Figure 3), and the relative expression of these antigens was further assessed in TIGIT^+^ and TIGIT^neg^ CD4^+^FoxP3-GFP^+^ Treg sub-populations. As noted for TIGIT expression, the majority of these Treg markers [PD-1, CD103, EpCam (CD326), CD39, CD103, and CD69] were expressed on a BM-Treg subset, rather than globally upregulated. Sca-1 expression was noted to be specifically upregulated within the TIGIT^+^ Treg subset of BM-Treg compared to TIGIT^+^ SP-Treg. In contrast, CD127 (IL-7R), CD73, and INF-γR expression were globally upregulated on BM-Treg population. Thus, through recruitment and/or the local influence of the microenvironment, the BM harbors distinct and heterogeneous Treg subsets.

To further assess the heterogeneity of BM-Treg we surveyed key BM-Treg signature marker expression as related to TIGIT. KLRG1 marked a distinct population of TIGIT^+^ Treg that co-expressed ST2, signature markers of non-lymphoid tissue Treg (Figure 4G). Using gene set enrichment analysis of the RNAseq data, we identified an enrichment of genes related to visceral adipose tissue (VAT) Treg (Feuerer et al., 2009), and PPARγ signaling in Treg which drives VAT Treg accumulation, phenotype and function (Cipolletta et al., 2012; Supplementary Figure 4A). 

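The published VAT Treg and PPARγ gene sets were not used here. A short list of 24 genes of VAT Treg, fixed beforehand, was tested in their place, of which 21 passed the expression filter and 5 are also named by the paper from these libraries. The list was higher in BM-Treg, with a median log2 fold change of 0.46 (BH adjusted p = 0.00861 over 6 lists, limma's camera with a preset correlation of 0.01) and 0.60 in BM-Treg replicate 4 against the SP-Treg of its batch. Its genes went both ways, with 12 higher and 9 lower. All 5 genes that the paper names were among those higher, with log2 fold changes from 1.02 for Fgl2 to 1.61 for Il9r. Among the genes it does not name, more were lower than higher. The result for the list therefore rests in large part on genes chosen on these libraries, and the list was not tested without them. Over all genes tested, Ccr3, Fgl2, Gata3, Il1rl1, Il9r, Klrg1 and Pcyt1a passed as higher and Batf and Tigit as lower (edgeR's quasi-likelihood test with BH adjustment). Adjusted over the list alone, 9 passed as higher and 5 as lower. The list also passed under fry (adjusted p = 0.0215) and with batch as a term (limma's camera adjusted p = 0.000396), but not with an estimated correlation between genes (limma's camera adjusted p = 0.223). The library medians of the list overlapped between the tissues (exact two-sided permutation test, p = 0.0857).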

IPA identified PPARγ signaling as a top upregulated canonical pathway in BM-Treg (Supplementary Figure 4B). 

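Pparg (ENSMUSG00000000440, chromosome 6, 115361221 to 115490401), the gene of PPARγ, had 38, 93, 123 and 29 expected counts in BM-Treg replicates 1 to 4 and 27, 16, 23 and 17 in SP-Treg replicates 1 to 4. It passed the expression filter used here. Its level was 3.55 ± 1.57 CPM in BM-Treg and 1.60 ± 0.388 CPM in SP-Treg (SD, n = 4 each), and every BM-Treg library was above every SP-Treg library (exact two-sided permutation test, p = 0.0286). The log2 fold change of 1.16 (standard error 0.37) did not pass the threshold over all genes (adjusted p = 0.0677, edgeR's quasi-likelihood test with BH adjustment), and within batch 3 it was 0.62. Pparg was called by DESeq2 (adjusted p = 0.0349), by edgeR among genes with at least 10 counts in every library (0.0431), and by edgeR without BM-Treg replicate 1 (log2 fold change 1.38), while the adjusted p over all alternatives reached 0.606 with batch as a term.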

Although the level of PPARγ did not pass gene expression filters during RNAseq analysis, as GSEA and IPA analysis suggested PPARγ to be active in the BM-Treg, we performed RT-qPCR and confirmed upregulation of PPARγ in BM-Treg relative to SP-Treg (Supplementary Figure 4C), indicative of a VAT-like KLRG1^+^ST2^+^ tissue Treg subset enrichment in BM.

### BM-Treg Represent a Highly Enriched and Heterogeneous Population From an Early Age

At birth, Treg numbers in VAT are limited, but progressively accumulate over time with peak Treg numbers occurring at ∼25 weeks of age (Feuerer et al., 2009). To assess whether the BM-Treg, and particularly the VAT-like KLRG1^+^ Treg, exhibited a similar accumulation pattern, SP- and BM- Treg compartments were examined in mice aged from 2 weeks to 1 year old. At 2 weeks, there was already a significant FoxP3^+^ Treg enrichment in the BM CD4 T cell compartment (Figure 5A), which was maintained over time (Figure 5B). Similarly, in 2-week-old mice, TIGIT^+^ and KRLG1^+^ Treg subsets were significantly increased in BM-Treg compared to the SP (Figures 5C,E). The proportion of TIGIT^+^ Treg was consistently higher in the BM-Treg compartment; over time, the proportion of TIGIT^+^ Treg increased in both SP and BM (Figure 5D). In contrast, and opposed to Treg accumulation in VAT, the proportion of KLRG1^+^ BM-Treg reduced significantly after 2 weeks, and gradually declined thereafter (Figure 5F). In 2-week-old mice, Foxp3 expression was not reduced in BM-Treg as was seen for BM-Treg in older mice. Rather, we noted increased FoxP3 expression in the TIGIT^+^ BM-Treg (Figures 5G,H). Treg in neonates undergo robust expansion due to a lymphogenic environment (Min et al., 2003). Since proliferating Treg upregulate TIGIT expression, these data suggest that the reduced BM-Treg FoxP3 levels in adult mice may be related to their relative quiescent state.

**FIGURE 5:**
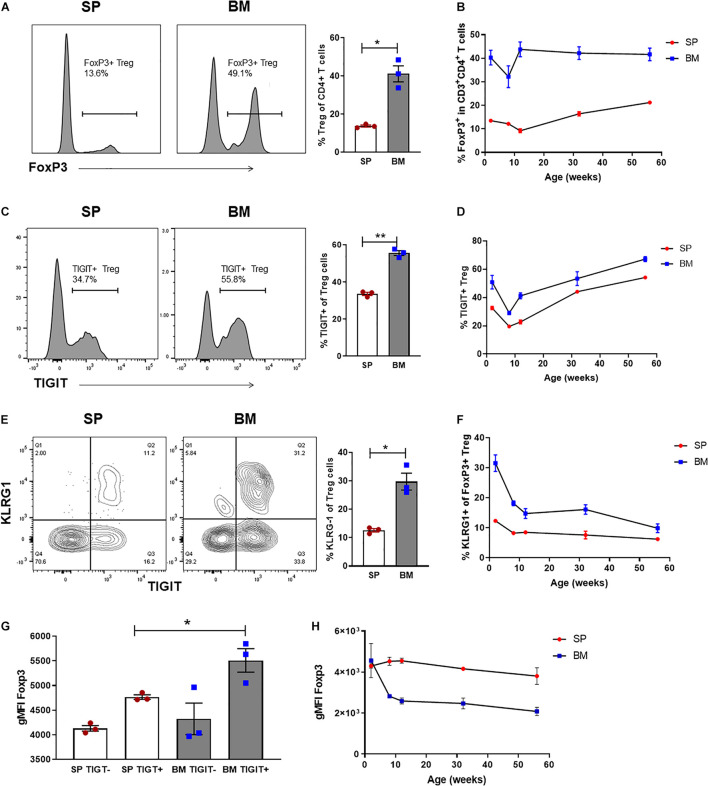
BM-Treg represent a heterogenous and phenotypically distinct population from an early age. Flow cytometry analysis CD4^+^ T cells isolated from naïve C57BL/6 mice aged 2–52 weeks (*n* = 3). **(A)** Representative histogram and frequency (%) of FoxP3^+^ expression in the SP and BM of 2-week-old mice. **(B)** Frequency (%) of FoxP3^+^ Treg in the SP and BM of aging mice from 2 to 52 weeks. **(C)** Representative histogram and% of TIGIT^+^ expression in 2-week-old mice **(D)** Frequency (%) of TIGIT^+^ Treg in the SP and BM of aging mice. **(E)** Representative histogram and frequency (%) of KLRG1^+^ expression in 2-week-old mice. **(F)** Frequency (%) of KLRG^+^ Treg in the SP and BM of aging mice. **(G)** gMFI of intracellular FoxP3 expression in TIGIT^neg^ and TIGIT^+^ CD4^+^CD3^+^ T cells isolated from the SP or BM of 2-week-old mice. **(H)** gMFI of intracellular FoxP3 expression in the SP and BM of aging mice. Data are shown as mean ± SEM, and statistical significance was determined using paired *t* test (*P < 0.05; **P < 0.01). Statistical analyses were performed using GraphPad Prism version 6.01 software.

BM-Treg have been reported as high producers of IL-10 which has direct effects on multiple populations within the BM (Fujisaki et al., 2011; Fischer et al., 2019; Camacho et al., 2020). We previously demonstrated an enrichment of IL-10 producing Treg within the TIGIT^+^ BM-Treg compartment (Le Texier et al., 2016; Yu et al., 2018). Using B6.FoxP3-RFPxIL10-GFP reporter mice, we identified IL-10^+^ Treg as a CD304^+^CD69^+^PD1^+^ memory Treg subset (Supplementary Figure 5). Notably, the KLRG1^+^ Treg subset lacked IL-10 expression. Although increased in proportion in the BM, the IL-10^+^ Treg phenotype was similar in both the SP and BM compartments, with the exception that IL-10^+^BM-Treg had a higher level of Sca1 expression. Together these data further support that BM harbors not only phenotypically, but functionally distinct subsets of Treg and that the BM microenvironment influences multiple aspects of BM-Treg phenotype and function.

### BM-Treg Exhibit Unique Cytokine Signaling Requirements

Although IL-2 is critical for pTreg homeostasis, the quiescent status of BM-Treg correlated with a predicted reduction in IL-2 signaling consistent with the finding that IL-2mAb/IL-2 complexes failed to expand BM-Treg after transplant and suggesting an alternative cytokine(s) may function to maintain and shape the Treg in the BM niche. Since BM-Treg exhibited upregulated IL-9R, CD127 (IL-7R), and IL-33R (ST2) expression, we first compared phospho-STAT5 (pSTAT5) responses in BM and SP Treg following *in vitro* cytokine stimulation, and accordingly, observed increased pSTAT5 response in BM-Treg following *in vitro* IL-2, IL-7, and IL-9 stimulation (Figure 6A). IL-33 failed to elicit pSTAT5 in either population. Only IL-7 elicited pSTAT5 in FoxP3^neg^ Tcon that was similar in both BM and SP Tcon (Figure 6B). As the local cytokine milieu can influence cytokine receptor expression and cellular responses, and IL-7 is an established abundant cytokine in the BM, we assessed IL-2, IL-9, and IL-33 levels in the SP and BM niche. We found limited amounts of IL-2 in either tissue. IL-9 was significantly increased in the BM while IL-33 was more abundant in the SP than BM (Figure 6C), suggesting a potential role for IL-9 in modulating BM-Treg locally.

**FIGURE 6:**
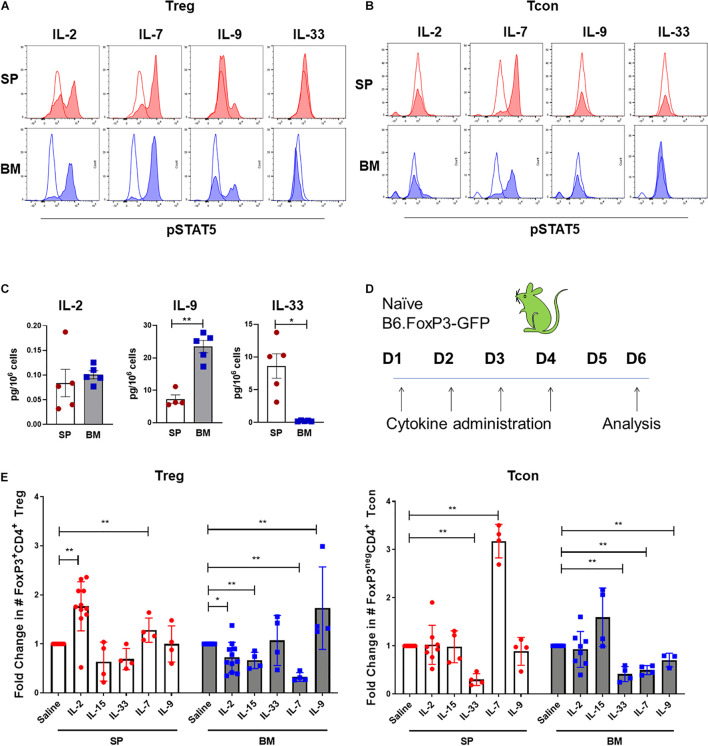
BM-Treg exhibit unique cytokine signaling requirements. **(A)** MFI of STAT5 phosphorylation (pSTAT5) in CD4^+^FoxP3^+^ Treg isolated from either the BM or SP following *in vitro* cytokine stimulation. **(B)** MFI of pSTAT5 in CD4^+^FoxP3^neg^ T cells isolated from either the BM or SP following *in vitro* cytokine stimulation. **(C)** Quantification of *in vivo* concentrations of IL-2, IL-9, and IL-33 in the BM and SP of naïve WT mice. **(D,E)** Naïve B6.FoxP3-GFP mice were administered with recombinant cytokines (IL-2, IL-7, IL-15, and IL-33) or saline for 4 days prior to analysis of Treg and Tcon populations in the SP and BM. **(D)** Schema of cytokine administration. **(E)** Fold change in the absolute number of FoxP3^+^ Treg and CD4^+^FoxP3^neg^ T cells in the BM and SP following cytokine administration. Data are shown as mean ± SEM, and statistical significance was determined using paired *t* test (*P < 0.05; **P < 0.01). Statistical analyses were performed using GraphPad Prism version 6.01 software. pSTAT5, STAT5 phosphorylation; WT, wild type.

We next examined the impact of *in vivo* IL-7, IL-9, and IL-33 administration on Treg and Tcon populations is SP and BM. In addition to IL-2, IL-15 also acts as a potent inducer of pTreg mediated responses. Therefore, we compared responses to those elicited by IL-2mAb/IL-2 complexes or IL-15mAb/IL-5 complexes. Following 4 days of administration to naïve B6.FoxP3-GFP mice (Figure 6D), IL-2mAb/IL-2 complexes stimulated the greatest expansion of SP-Treg, with no expansion of Tcon. Similar to what we observed in cGVHD mice, there was little to no impact on BM-Treg numbers (Figure 6E). IL-15mAb/IL-15 complexes failed to increase SP-Treg numbers, however, BM-Treg were decreased and there was a statistical trend to increased Tcon in the BM. IL-33 had no impact on Treg in either the SP or BM, but decreased Tcon in both compartments. While IL-7 expanded both Tcon and Treg in the SP and is reduced in the BM. In contrast and in support of IL-9 as a BM-Treg support cytokine, IL-9 treatment significantly increased BM-Treg numbers in parallel with a decrease in BM Tcon in the BM but had no effect on splenic Treg or Tcon.

### pDCs Are Required for the Enrichment and Maintenance of BM-Treg

Dendritic cells (DC) are required for the induction and maintenance of Treg both in steady state and after SCT (Stenger et al., 2012; Yu et al., 2019). Impaired function of conventional DC (cDC) and reconstitution of plasmacytoid DC (pDC) during GVHD have both been demonstrated as mechanisms underpinning failed Treg homeostasis (Banovic et al., 2009; Koyama et al., 2016; Tian et al., 2021). Comparison of the DC subset composition in the SP and BM of naïve mice demonstrated pDC (CD11c^dim^CD317^+^) as the predominant DC population, with limited contribution of CD11^hi^MHCII^+^ cDC in BM (Figures 7A,B). We confirmed impaired pDC reconstitution in the BM of mice with cGVHD in the B6 → B6D2F1 model (Figure 7C). We therefore reasoned that pDC, rather than cDC, may contribute to the local maintenance of Treg in the BM. To address this we used BDCA2-DTR transgenic mice (hereafter pDC-DTR) (Swiecki et al., 2010) to induce the specific depletion of pDC and examined the impact on Treg in the SP and BM. In naïve mice we confirmed rapid and maintained pDC depletion in SP and BM by DT administration (Figures 7D–F). On day 3 of pDC depletion, SP Treg numbers were reduced, but had rebounded by day 7. In contrast, BM-Treg showed a gradual and persistent reduction, supporting the notion that pDC preferentially contributed to BM-Treg maintenance (Figure 7G). SP Treg numbers increased to ∼ 2-fold over basal levels, indicative of niche filling activity (Pierson et al., 2013). In this regard, in the SP but not the BM, pDC depletion induced a marked increased Treg expression of the anti-apoptotic protein MCL-1, in parallel with a reduction in apoptosis, highlighting divergent homeostatic mechanisms in these tissues (Supplementary Figure 6).

**FIGURE 7:**
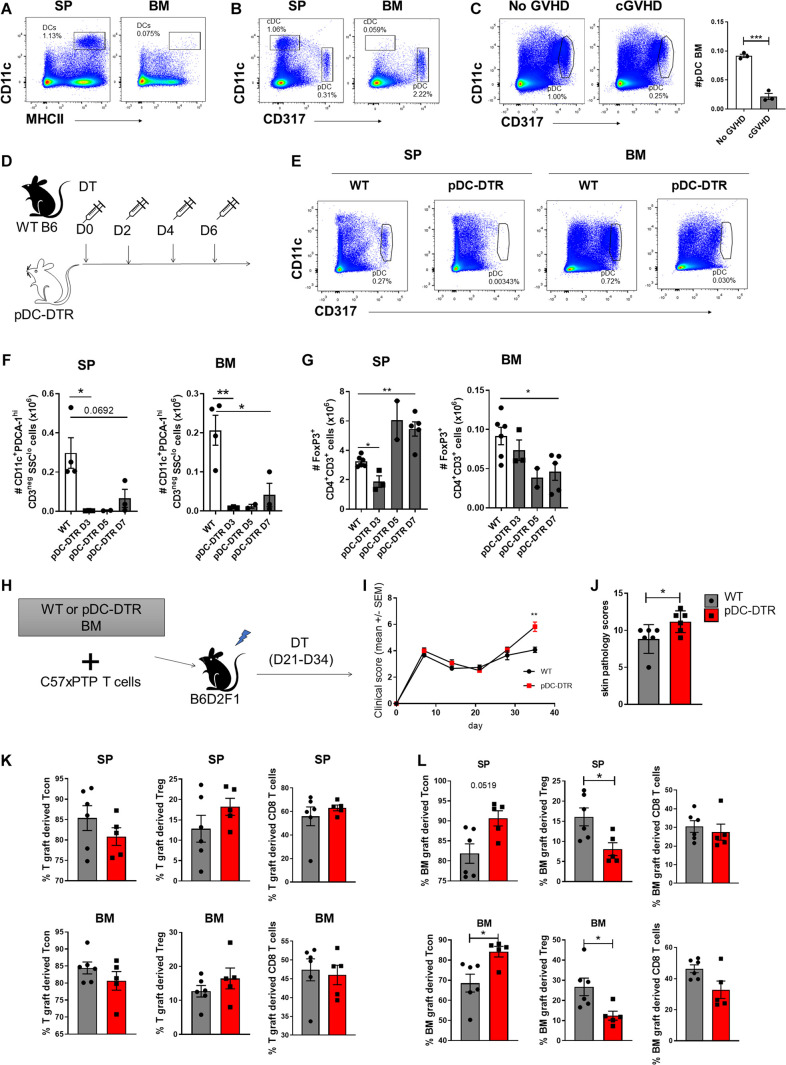
pDCs are required for the BM-Treg maintenance *in vivo*. **(A,B)** Flow cytometry analysis of dendritic cell populations in SP and BM of naïve C57BL/6 (B6) mice. **(A)** Representative frequency (%) cDC (CD11c^+^MHCII^+^) frequency (%) in the SP and BM. **(B)** Representative frequency (%) of pDC (CD11c^low^CD317^+^) in the SP and BM. **(C)** Irradiated allogeneic B6D2F1 (H2D^b/d^) recipients were transplant with B6 BM with (cGVHD) or without (No cGVHD) B6 SP T cells. Representative analysis and enumeration of pDC populations in the SP and BM WT mice following allogeneic SCT. **(D–G)** BDCA2-DTR transgenic mice (pDC-DTR) or naïve B6 mice were administered with DT for 1 week to illicit a global depletion of pDCs. **(D)** Outline of DT administration strategy. **(E)** Representative flow analysis of cDC and pDC populations in the SP and BM following DT administration. **(F)** Enumeration of pDCs in the BM and SP of pDC-DTR mice following DT administration. **(G)** Enumeration of CD4^+^FoxP3^+^ Treg in the BM and SP of pDC-DTR mice following DT administration. **(H–L)** Irradiated allogeneic B6D2F1 (H2D^b/d^) recipients were transplanted with either WT B6 or pDC-DTR BM, supplemented with B6 SP T cells to induce cGVHD. Transplanted mice were administered with DT twice weekly from day 21 until day 34 following transplant. T cell populations were quantified by flow cytometry on day 35 post-transplant. **(H)** Outline of allogeneic transplant strategy. **(I)** Clinical scores and **(J)** skin pathology scoring from histopathology analysis of B6 or pDC-DTR BMgraft recipients (*n* = 6). **(K)** Frequency (%) of Tgraft derived CD4^+^ Tcon and CD4^+^FoxP3^+^ Treg in the SP and BM of B6 (*n* = 6) or pDC-DTR (*n* = 5) BMgraft recipients. **(L)** Frequency (%) of BMgraft CD4^+^ Tcon and CD4^+^FoxP3^+^ Treg in the SP and BM of B6 (*n* = 6) or pDC-DTR (*n* = 5) BMgraft recipients. Data are shown as mean ± SEM. Statistical significance was determined using an unpaired 2-tailed Mann-Whitney U test or a paired *t* test where appropriate (*P < 0.05; **P < 0.01; ***P < 0.001). Statistical analyses were performed using GraphPad Prism version 6.01 software. cDC conventional dendritic cell; pDC, plasmacytoid dendritic cell; pDC-DTR, BDCA2-DTR transgenic mice.

To determine the impact of pDC depletion on the GVHD severity and Treg engraftment during cGVHD, we undertook transplants where BM from pDC-DTR or WT littermate donor mice were transferred with WT B6 T cells. pDC were deleted with DT administration from day 21 to 34 (Figure 7H). Following pDC depletion that was restricted to the BMgraft, we observed an increase in cGVHD severity and associated skin cGVHD pathology (Figures 7I,J). Enumeration of BMgraft and Tgraft Treg in the SP and BM on D35 after transplant revealed that while pDC depletion did not impact the frequency of Tgraft derived T cells (Figure 7K), we observed a significant reduction in BMgraft-derived Treg in both the BM and SP (Figure 7L). Taken together, these data demonstrate that pDCs within the BMgraft are critical for BM-Treg maintenance during GVHD. Thus, the absence of pDCs post-transplant further contributes to loss of Treg mediated control of GVHD leading in an increase in disease severity.

## Discussion

Regulatory T cell represent a diverse immunoregulatory regulatory population necessary for peripheral tolerance and immune homeostasis. This is particularly evident within the setting of allogeneic SCT, where Treg have been shown to be critical for immune reconstitution and GVHD control. There is a significant defect in the reconstitution and maintenance pTreg following SCT (Chen et al., 2007; Beres and Drobyski, 2013; Le Texier et al., 2016) that is directly implicated in the perpetuation and exacerbation of GVHD severity (Taylor et al., 2002; Rezvani et al., 2006; Robb et al., 2012; Zhang et al., 2013; Le Texier et al., 2017). Similarly, here we demonstrate that while the BM niche represents a rich source Treg following SCT, BM-Treg also fail to reconstitute during GVHD. We provide evidence that BMgraft-derived Treg play a functional role in controlling GVHD and show that restricted depletion of BM-Treg, while preserving splenic Treg, significantly increases disease severity in mice.

To combat GVHD in the clinical setting, several current strategies aim to globally increase pTreg frequency *in vivo* to reduce the severity and incidence of GVHD in SCT recipients. We have previously shown anti-IL-2 mAb/IL-2 complexes can drive a robust expansion of pTreg, thereby reducing GVHD severity (McDonald-Hyman et al., 2016). In this present study, we demonstrate that while anti-IL-2 mAb/IL-2 complexes can effectively expand splenic Treg, minimal impact on BM-Treg expansion during cGVHD is seen indicating that other approaches are needed to reestablish BM-Treg following SCT and improve GVHD control.

Previous studies have demonstrated that BM-Treg play a central role in supporting HSC engraftment and are important for BM homeostasis (Fujisaki et al., 2011; Hirata et al., 2018, 2019; Kakiuchi et al., 2021). However, many of the mechanisms that locally influence BM-Treg phenotype and function remain unclear. Here we expand upon previous phenotypic analyses and provide further evidence that BM-Treg represent a phenotypically heterogeneous and distinct Treg population. We demonstrate that cellular and soluble mediators within the local tissue microenvironment support BM-Treg maintenance, function, and reconstitution *in vivo*. Consistent with previous reports, we demonstrate that BM-Treg exhibit several signatures indicative of a highly functional, activated memory phenotype. In addition to observing elevated expression of memory and activation markers in BM-Treg (Le Texier et al., 2016; Camacho et al., 2020), including TIGIT, KLRG1, CD69, and CD127, our curated analysis also identified other Treg-associated gene transcripts that differed in BM-Treg. For example, the expression of Sca-1, an activation and memory marker associated with “boosted” Treg populations (i.e., stimulated by CD4^+^ or CD8^+^ Tcon) (Grinberg-Bleyer et al., 2010), was significantly upregulated in BM-Treg. 

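Sca-1 is encoded by Ly6a (ENSMUSG00000075602, chromosome 15, 74994878 to 74997634), one of a family of similar Ly6 genes between which the counting could have split reads. In the RNAseq of unseparated FoxP3+ Treg, Ly6a was expressed at 500.5 ± 124 CPM in BM-Treg and 513 ± 56.7 CPM in SP-Treg (SD, n = 4 each). No difference was detected (log2 fold change -0.037, standard error 0.16, adjusted p = 0.921, edgeR's quasi-likelihood test with BH adjustment), and within batch 3 the log2 fold change was 0.024. The sign changed with the library left out, from -0.17 to 0.14, the highest without BM-Treg replicate 1. No alternative called Ly6a in either direction, the lowest adjusted p being 0.544. Treg that express TIGIT were not sequenced separately.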

Although there is some evidence to suggest that Sca-1 is not a restrictive marker of memory T cells (DeLong et al., 2018), high BM-Treg Sca-1 expression coupled with elevated KLRG1 and CD69 (Le Texier et al., 2016; Kornete et al., 2017; Yu et al., 2018; Camacho et al., 2020) is typically associated with a mature memory-like T cell phenotype. BM-Treg also exhibited highly elevated expression Fgl2, a well-established Treg immunosuppressive effector molecule that has previously been linked to TIGIT^+^ Treg subsets. In fact, Fgl2 expression in TIGIT^+^ Treg has been shown to be critical for Treg mediated control of T cell helper cells type-1 (Th1) and Th17, but not Th2, populations (Joller et al., 2014; Chruscinski et al., 2015).

Conversely, our analysis also suggests that BM-Treg are more quiescent and less functional compared to pTreg. The BM-Treg quiescent state correlated with the downregulated expression of several genes typically associated with optimal Treg-mediated suppression, including FoxP3, Ki67, and GARP and reflected by a reduction *in vitro* suppressive function compared to splenic Treg. Thus, the BM niche provides an environment that can maintain memory T cells in a quiescent state, retain features of their memory-like phenotype (Okhrimenko et al., 2014; Kalia et al., 2015; Di Rosa, 2016; Di Rosa and Gebhardt, 2016) and contributes to the maintenance of long-lived memory T cells for disease control and immune homeostasis (Di Rosa, 2016; Di Rosa and Gebhardt, 2016).

Our data suggest that the BM niche is acting as a biological resting site for pTreg by supporting the survival of long-lived memory Treg, while allowing them to retain distinct elements of their highly functional Treg signatures. 

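In BM-Treg replicates 1 to 4, Itga2, which encodes CD49b, was measured at 23.8, 18.3, 16.4 and 22.0 CPM, and in SP-Treg replicates 1 to 4 at 14.6, 13.6, 8.29 and 4.26 CPM. Itgae, which encodes CD103, was measured at 135, 182, 166 and 171 CPM in BM-Treg replicates 1 to 4 and at 428, 344, 193 and 264 CPM in SP-Treg replicates 1 to 4. Transcripts of Itgae were therefore lower in every BM-Treg library than in every SP-Treg library, and those of Itga2 higher (exact two-sided permutation test, p = 0.0286 for each gene). Over all genes tested, edgeR's quasi-likelihood test with BH adjustment called the decrease of Itgae and did not call the increase of Itga2.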

In line with this observation, transcriptomics revealed that several Treg markers associated with Treg migration and homing were upregulated, notably, ITGA2 and CD103. The increased frequency of CD103^+^ Treg, specifically within the TIGIT^+^ subset is indicative of a highly activated and suppressive phenotype (Lehmann et al., 2002; Huehn et al., 2004). CD103 is also a well-established homing maker associated with T cell homing to sites of acute inflammation (Huehn et al., 2004); its receptor, E-cadherin, is also highly expressed in BM stroma cells, potentially accounting for the enrichment of BM-Treg (Turel and Rao, 1998; Morrison and Scadden, 2014). Similarly, ITGA2, which encodes CD49b, has been shown to be a marker of Treg type-1 (Tr1) and IL-10 producing Treg (Gagliani et al., 2013; Huang et al., 2018), and an established homing marker for T cell migration to the BM compartment (Tokoyoda et al., 2009). While the role of upregulated EpCam expression in BM-Treg is not yet defined, EpCam has been suggested to play a role in cell-to-cell adhesion (Linnenbach et al., 1989; Balzar et al., 1998; Schnell et al., 2013)(85-87). CD7, the ligand for EpCam, is highly expressed in pluripotent HSC (Laurson et al., 2005; Schnell et al., 2013)(85, 88), suggesting that HSC within the BM niche could also be directly contributing to the recruitment and retention of Treg. Additionally, we previously reported the BM-Treg express high levels of CXCR4 which mediates preferential migration of Treg to the BM niche (Zou et al., 2004; Sugiyama et al., 2006; Le Texier et al., 2016). Here, we expand upon this previous analysis and suggest that elevated expression of CD103, CD49b and EpCam in BM-Treg may also be integral in regulating Treg migration and retention in the BM niche. Through recruitment and/or the local influence of the microenvironment, the BM harbors distinct and heterogeneous subsets of Treg.

The heterogeneity of BM-Treg can be seen throughout our phenotypic analysis which identified an enrichment of multiple sub-populations within the BM niche that doesn’t cumulate in a singular Treg phenotype. Here, we identified several distinct Treg subsets that were all highly enriched within the BM-Treg population, including KLRG1^+^ VAT-like tissue Treg, TIGIT^neg^, TIGIT^+^, and IL-10 producing Treg subsets. BM-Treg have previously been shown to be high producers of IL-10 and are the principal source of IL-10 within the BM (Fischer et al., 2019; Camacho et al., 2020). While IL-10 production is well-defined as potent immunosuppressive mechanism important for regulating inflammatory immune responses (Kornete et al., 2012; Schmidt et al., 2012; Ng et al., 2013), recent studies have also shown IL-10 plays a central role in mediating stromal cell function and hematopoiesis within the BM (Camacho et al., 2020). Our data suggests that IL-10 producing Treg are limited to several subsets of BM-Treg. We further demonstrate an enrichment of IL-10 producing Treg within the TIGIT^+^ Treg subset (Le Texier et al., 2016) within a CD304^+^CD69^+^PD1^+^ memory Treg phenotype. In contrast, increased expression of CD62L, KLRG1, and CD103 did not coincide with an elevated production of IL-10 from BM-Treg, again demonstrating that BM-Treg represent a heterogenous Treg population. Accordingly, such heterogeneity within the BM-Treg population spurs significant diversity in Treg function, likely the result of the accumulation and retention of multiple Treg populations from the periphery and local regulation of these Treg populations by the BM microenvironment, necessary for BM-Treg expansion, activation, and maintenance.

By using a lymphocyte-deficient Rag1^–/–^ mouse model we were able to demonstrate that adoptively transferred splenic Treg become enriched within the BM niche where, despite originating from a singular source, they adopt *in vivo* the distinct BM-Treg signature observed *in vitro*. There is growing evidence that Treg within different tissue niches throughout the body represent phenotypically and functionally distinct Treg subsets that locally maintain immune homeostasis in a tissue specific manner (Burzyn et al., 2013a; Zhou et al., 2015). The distinct Treg heterogeneity (Sakaguchi et al., 2010; Zhou et al., 2015) may be influenced by the immense diversity of cellular and non-cellular mediators in each specialized tissue environment. The BM represents a complex and highly specialized tissue niche (Babyn et al., 1998; Travlos, 2006; Romaniuk et al., 2016). In fact, it has been more recently suggested that BM tissue could be further sub-divided into functional niches in which the variable distribution of different elements that contribute to the composition of the BM, including HSC, stomal cells, adipose tissue, T cells, and soluble factors (i.e., cytokines), interact and differentially influence HSC and T cell functions such as cell proliferation, differentiation, migration, and quiescence (Shafat et al., 2017). As such, a better understanding of the tissue specific mechanisms that drive BM-Treg function *in vivo* is critical to improve current approaches to enhance Treg reconstitution and reestablish tolerance following SCT.

Bearing this in mind, we investigated several elements within the BM microenvironment that appeared to have a differential effect on BM-Treg and identified the upregulation of several cytokine and chemokine receptors in BM-Treg. Among these, BM-Treg had upregulated IL-9R expression and an enhanced capacity to respond to IL-9 both *in vitro* and *in vivo*. Importantly, we also observed significantly increased IL-9 levels within the BM niche, suggesting that BM-Treg readily adapt to the local cytokine milieu to preferentially respond to prevalent cytokines within the tissue niche. As IL-9 signaling is required for optimal maintenance of Treg suppressor function (Karagiannis and Wilhelm, 2017; Rauber et al., 2017)(98, 99), an enhanced response to IL-9 signaling pathways may provide a distinct survival and functional advantage for BM-Treg. This is markedly different from the response to IL-2 stimulation which, despite driving robust expansion of splenic Treg, had little to no effect on BM-Treg expansion. The reduced response to IL-2 in BM-Treg may be the result of dysregulated IL-2 mediated signaling pathways, as our analysis noted reduced expression of GARP in BM-Treg. GARP, also known as the TGFβ-R1 (Wang et al., 2009; Zhang et al., 2015), can be driven by IL-2 signaling (Zhou et al., 2013). As Ingenuity IPA predicted IL-2 to be the third most significantly downregulated canonical pathway in BM-Treg, BM-Treg may be intrinsically less capable of responding to IL-2 than splenic Treg. Despite high IL-7Ra (CD127) expression that has also been noted as a distinguishing feature of BM-Treg (Simonetta et al., 2010; Camacho et al., 2020), we demonstrate that *in vivo* IL-7 administration does not impart a selective advantage toward Treg expansion within the BM niche. Rather, the opposite was seen, as pTreg and Tcon populations were more capable of expansion in response to IL-7 than BM-Treg. However, as BM-Treg have a robust response to *in vitro* IL-7 stimulation, it is also possible that IL-7 signaling induces BM-Treg activation, expansion and simultaneously instigating release of activated BM-Treg into circulation. In aggregate, these data demonstrate that BM-Treg have vastly different and adaptive cytokine signaling requirements compared to other Treg and Tcon populations.

Among other cytokine receptors upregulated in BM-Treg, ST2 expression was highly elevated, even though IL-33 stimulation did not illicit a pSTAT5 response in BM-Treg. Rather, ST2 expression marked a distinct BM-Treg subset that co-expressed KLRG1, indicative VAT-like Treg signature (Hu and Zhao, 2015). TCF-1 expression was significantly downregulated in BM-Treg; a hallmark of non-lymphoid tissue Treg, including those accumulated within VAT (Wang and Fu, 2020). Previous work identified PPARγ as the major driving force behind the development of the VAT Treg phenotype (Cipolletta et al., 2012; Wang and Fu, 2020) and we find that PPARγ is upregulated in BM-Treg. As fatty acids from adipose tissue are naturally occurring ligands of PPARγ (Wagenmakers et al., 2006; Tontonoz and Spiegelman, 2008), we propose the natural enrichment of adipose tissue within the BM niche may be a significant driving force in the development of this VAT-like BM-Treg subset. In contrast to Treg accumulation in peripheral VAT (Feuerer et al., 2009), the frequency of KLRG1^+^ Treg only encompasses a small proportion of BM-Treg and declines in aging mice, suggesting that the BM-Treg signature may readily adapt to local shifts within the BM microenvironment over time. Adipose tissue accounts for up to 70% of the total BM volume in healthy adults (Blebea et al., 2007; Cawthorn et al., 2014, 2016; Li et al., 2019). Unlike peripheral adipose tissue which develops in distinct deposits, adipose tissue in the BM develops unevenly with concentrations of fatty tissue in the distal tibia and caudal vertebrae (Scheller et al., 2015; Hardouin et al., 2016; Sebo et al., 2019) that could be further contributing to the distinct heterogeneity of BM-Treg.

Similar to the notable influence of adipose tissue on the regulation of BM-Treg, recent studies have identified several complex interactions between BM-Treg and their local microenvironment which directly contribute to the function and homeostasis of the BM niche itself (Fujisaki et al., 2011; Fischer et al., 2019; Hirata et al., 2019; Camacho et al., 2020; Kakiuchi et al., 2021). Notably, previous findings have suggested that BM-Treg are essential for HSC survival and engraftment post-transplant, as they are capable of establishing an immune privileged site within the BM niche (Fujisaki et al., 2011; Hirata et al., 2018), and have also been shown to protect HSCs from oxidative stress by regulating quiescence within the BM niche (Hirata et al., 2018, 2019). Additionally, BM-Treg have been identified to support the function of mesenchymal stromal cells (MSCs), and thereby support hematopoiesis, via IL-10 secretion *in vivo* (Camacho et al., 2020). Interestingly, MSCs have also been known to enhance the immunosuppressive function of immune cells, including Treg populations (Lee et al., 2017; Khosravi et al., 2018; Zhang et al., 2018). These studies provide additional evidence of extensive cellular cross talk between BM-Treg and their local tissue microenvironment. However, the scope of many of these studies was focused primarily on the role of BM-Treg in the maintenance and function of BM microenvironment. We speculate that these interactions are likely bidirectional, and that other cell populations within the BM niche may also play integral roles in the regulation and maintenance of BM-Treg *in vivo*.

In support of this, we discovered a significant relationship between pDCs and BM-Treg *in vivo*. Previously, DCs have been shown to play an integral role in maintaining immune tolerance through the induction and activation of pTreg (Stenger et al., 2012; Yu et al., 2019). In particular, pDCs have drawn recent interest as a potentially tolerogenic DC population that has vastly different functional properties depending on their local tissue environment (Banovic et al., 2009; Thomson and Knolle, 2010; Cardenas et al., 2011). Consistent with previous literature (Banovic et al., 2009; Cardenas et al., 2011), pDCs are markedly enriched within the BM compartment at a steady state. A global pDC depletion in mice at a steady state correlates with a significant reduction in BM-Treg frequency. These data suggest that pDCs may play a direct role in maintaining the BM-Treg population but are not required for the maintenance of splenic Treg populations. Interestingly, our studies also show that pDCs, like BM-Treg frequencies, are significantly depleted within the BM niche during cGVHD, and recent studies have suggested that pDCs may be critical for control of GVHD severity (Reddy et al., 2004; Mohty et al., 2005; Vakkila et al., 2005). Having established that pDCs are required for the steady-state maintenance of BM-Treg, we proposed that BM resident pDCs are critical for the maintenance of BM-Treg during GVHD. A selective pDC depletion in the BMgraft of cGVHD mice had no effect on splenic T cell populations even in mice with a significant reduction in BMgraft-derived Treg, which correlated with a local and peripheral expansion of BMgraft-derived Tcon, indicating a loss of Treg mediated control within the BMgraft. Together, our data indicate that BM resident pDCs are critical for the maintenance of BM-Treg both at steady state and during GVHD. As such, the reduced frequency of pDCs following SCT is likely a key contributor to loss of BM-Treg mediated control of GVHD, reinforcing the idea of an extensive and complex crosstalk between environmental mediators within the BM niche and BM-Treg.

In conclusion, our study provides valuable insight into several complex signaling pathways that differentially regulate BM-Treg survival, expansion, and function *in vivo*. Due to the distinct phenotypic and functional differences between peripheral and BM-Treg, new, more tailored approaches are needed to reestablish and maintain BM-Treg populations and restore immune tolerance following SCT. Additional studies are needed to further delineate the direct and indirect mechanisms that regulate this diverse population.

## Data Availability Statement

The data presented in the study are deposited in the GEO repository, accession number GSE182502.

## Ethics Statement

Experiments were approved by and performed in accordance with the QIMR Berghofer Animal Ethics Committee and by the University of Minnesota Institutional Animal Care and Use Committee.

## Author Contributions

KM, BB, SN, BC, SP, and JN conceived and designed the experiments. JN, BC, LL, LX, CH, GL, EA, WS, JL, HC, SH, BW, AC, CN, JP, SN, and KM performed the experiments. JN, BC, LL, LX, CH, EA, WS, CN, SN, and KM analyzed and interpreted the data. KM, BB, SN, and SP contributed reagents and materials. JN, KM, and BB wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Bone Marrow Regulatory T Cells Are a Unique Population, Supported by Niche-Specific Cytokines and Plasmacytoid Dendritic Cells, and Required for Chronic Graft-Versus-Host Disease Control
**Source:** Front Cell Dev Biol. 2021 Sep 22;9:737880. doi: 10.3389/fcell.2021.737880
**Supplement:** Supplementary file 1

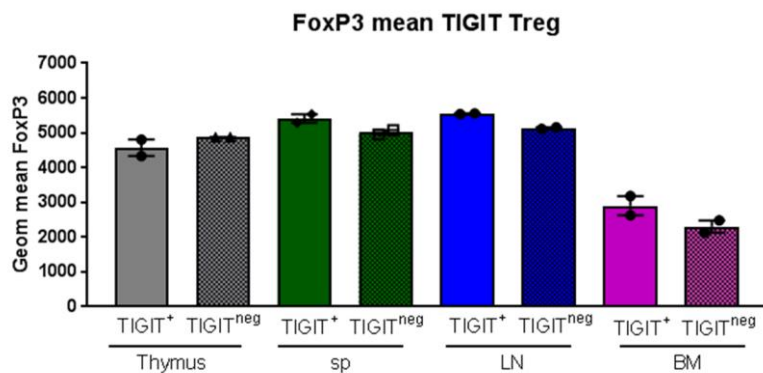

**Supplemental Figure 1: BM-Treg have reduced expression of FoxP3 compared to Treg in other lymphoid organs.** Geometric mean (gMFI) of intracellular FoxP3 expression in TIGIT<sup>neg</sup> and TIGIT<sup>+</sup> CD4<sup>+</sup>CD3<sup>+</sup> T cells isolated from the Thymus, SP, lymph nodes (LN) or BM on naïve WT B6 mice ( $n = 2$ ). Treg, regulatory T cell; TIGIT, T cell immunoreceptor with Ig and ITIM domains; SP, spleen; BM, bone marrow; LN, lymph nodes; WT, wild type.

### Antigens upregulated on BM-Tregs

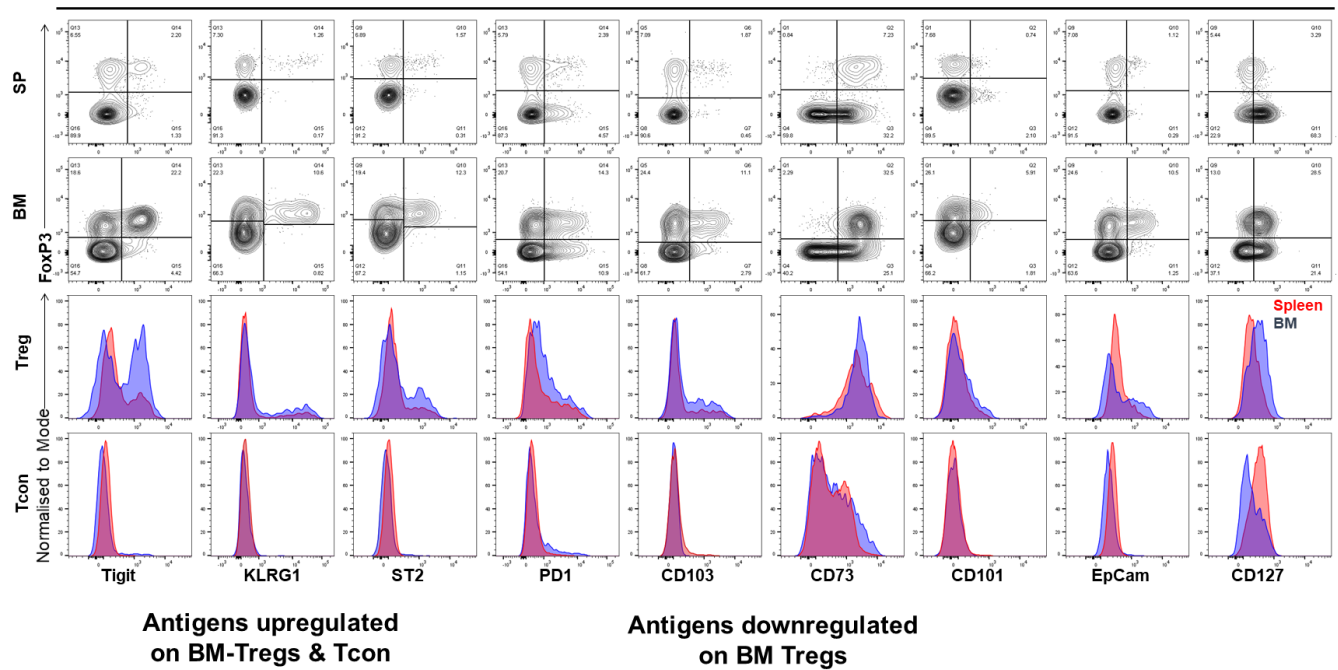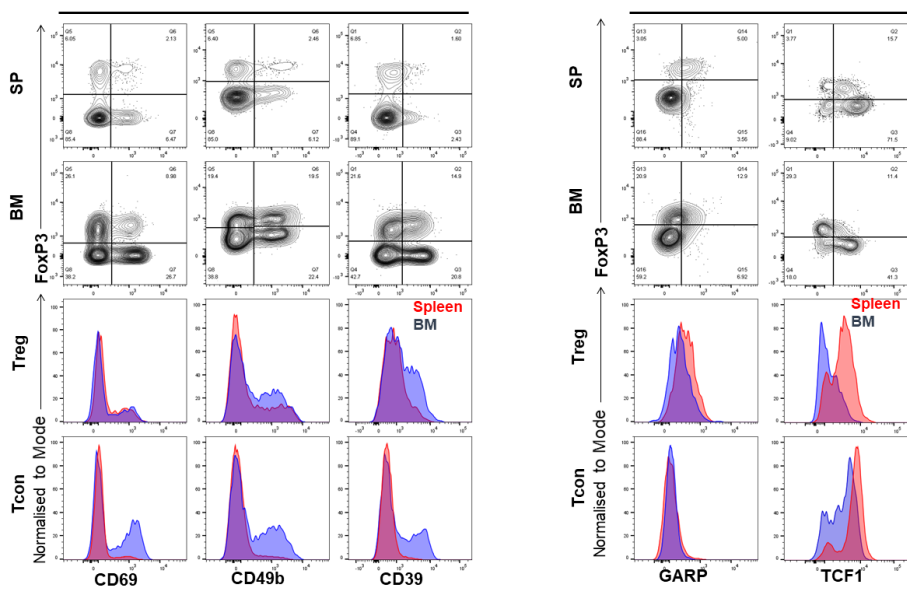

**Supplemental Figure 2: Differential expression of functional markers in BM- and SP-Treg.** Flow cytometry analysis of differential expression of functional markers on CD3<sup>+</sup>CD4<sup>+</sup>FoxP3<sup>neg</sup> Tcon and CD3<sup>+</sup>CD4<sup>+</sup> FoxP3<sup>+</sup> Treg from the SP and BM of 12-week-old WT C57BL/6 mice. Data is shown as representative contour plots illustrating functional marker expression relative to FoxP3 expression, and representative gMFI histograms for each marker in FoxP3<sup>neg</sup> Tcon or FoxP3<sup>+</sup> Treg in the SP and BM.

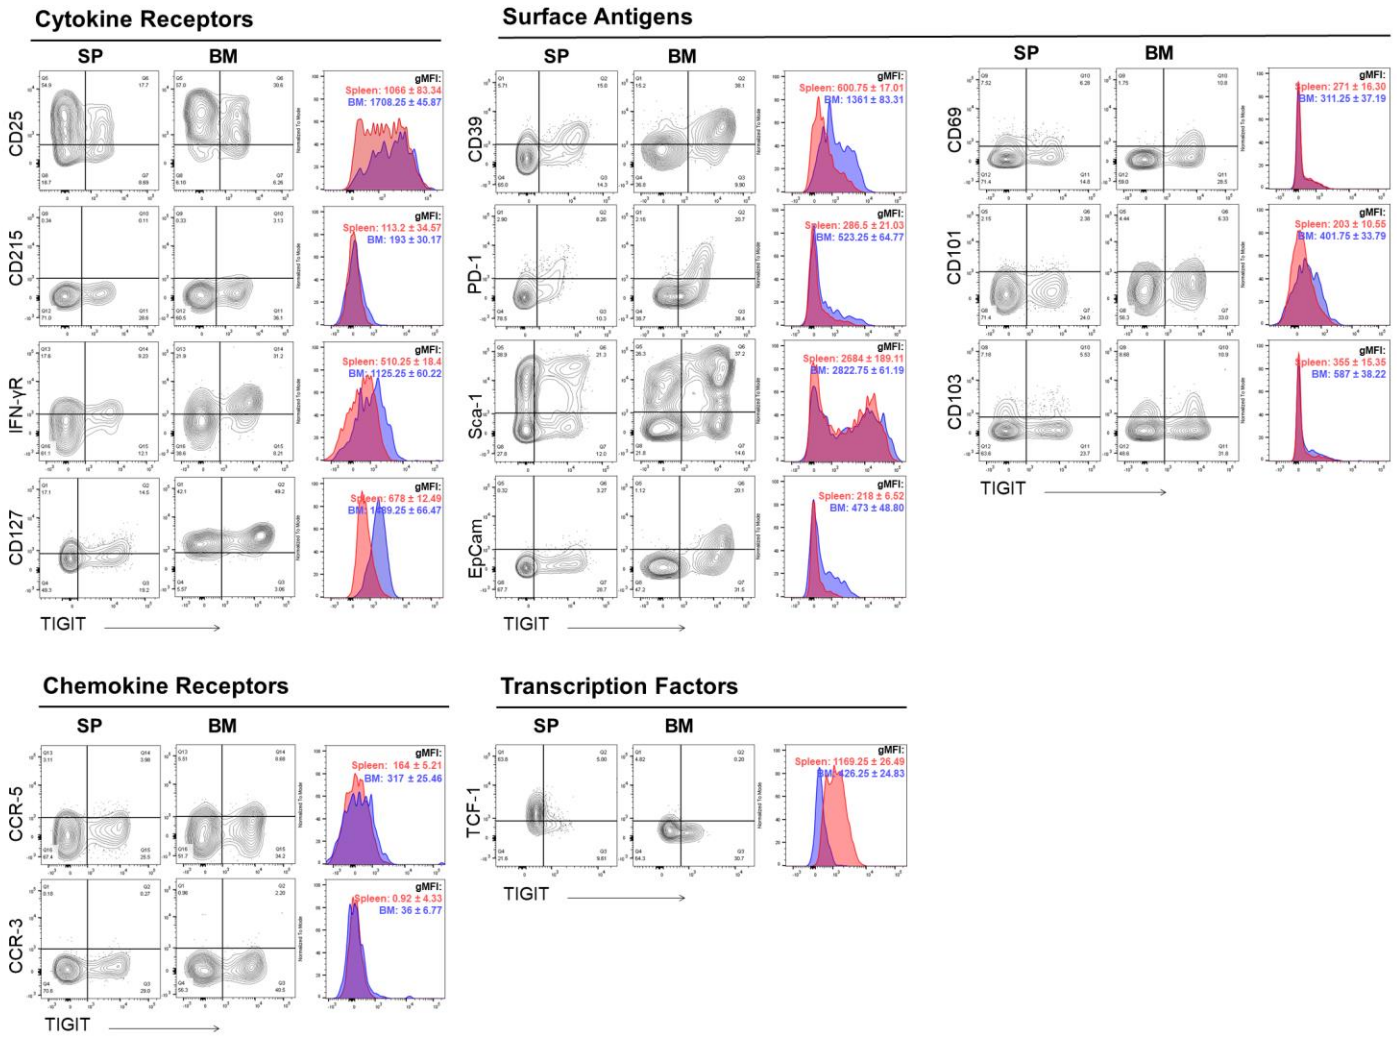

A

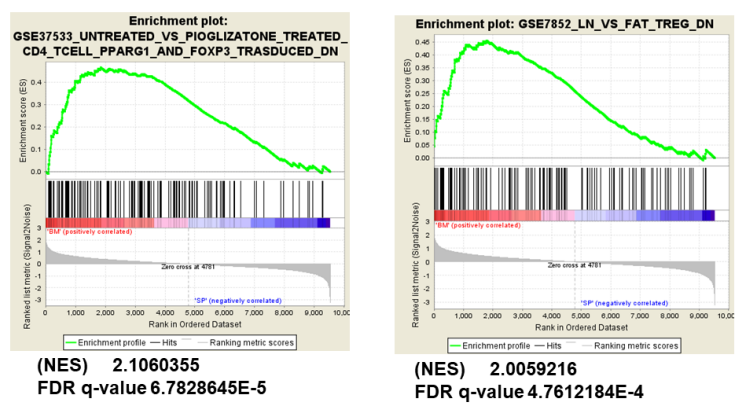

B

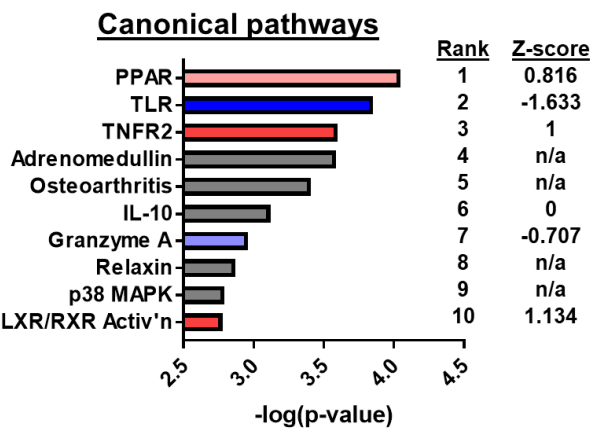

C

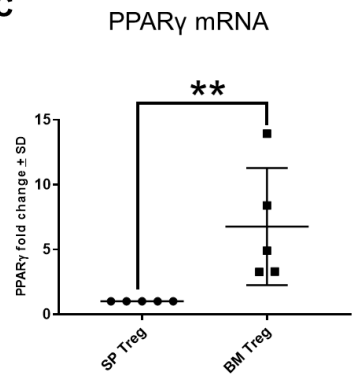

**Supplemental Figure 4: PPAR $\gamma$  signaling pathways are upregulated in BM-Treg.** (A) GSE analysis of bulk RNAseq comparing BM-Treg and SP-Treg against two previously published data sets (56, 57). (B) Ingenuity IPA of likely dysregulated USRs in BM-Treg compared to SP-Treg. (C) RT-qPCR analysis of PPAR $\gamma$  mRNA expression in BM-Treg and SP-Treg ( $n = 5$ ). Data are shown as mean  $\pm$  SEM, and statistical significance was determined using paired  $t$  test ( $*P < 0.05$ ;  $**P < 0.01$ ). Statistical analyses were performed using GraphPad Prism version 6.01 software. GSE, Gene Set Enrichment; RNAseq, RNA sequencing; SP, spleen; BM, bone marrow; IPA, interpretative phenomenological analysis; USRs, upstream regulators; RT-qPCR, real time quantitative PCR; mRNA, messenger RNA.

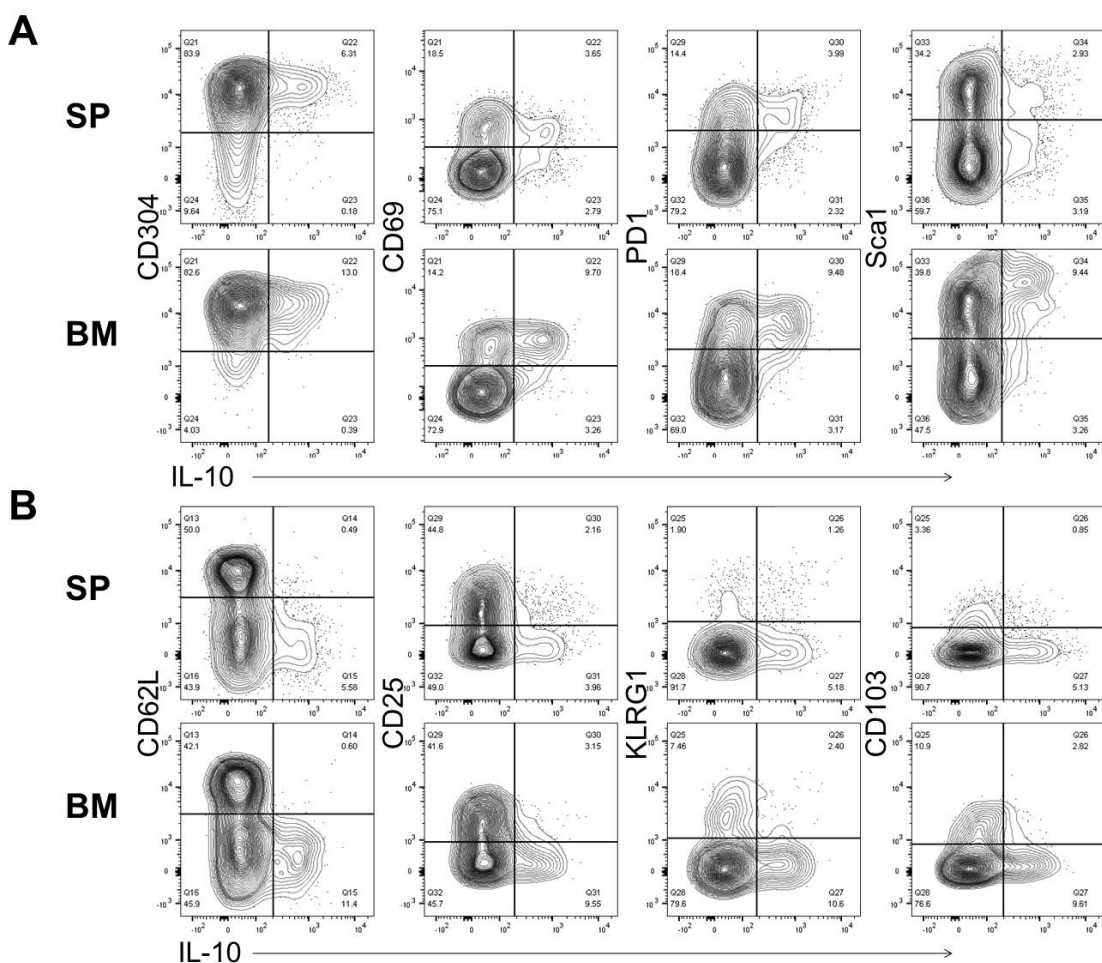

**Supplemental Figure 5: Enrichment of IL-10<sup>+</sup> Treg within the BM niche is restricted to a memory Treg subset.** Flow cytometry analysis of IL-10<sup>+</sup> Treg populations in the SP and BM of 12-week-old B6.FoxP3-RFPxIL10-GFP reporter mice. **(A)** Treg subsets corresponding with an enrichment in IL-10<sup>+</sup> expression. **(B)** Treg subsets that are not shown to co-express IL-10.

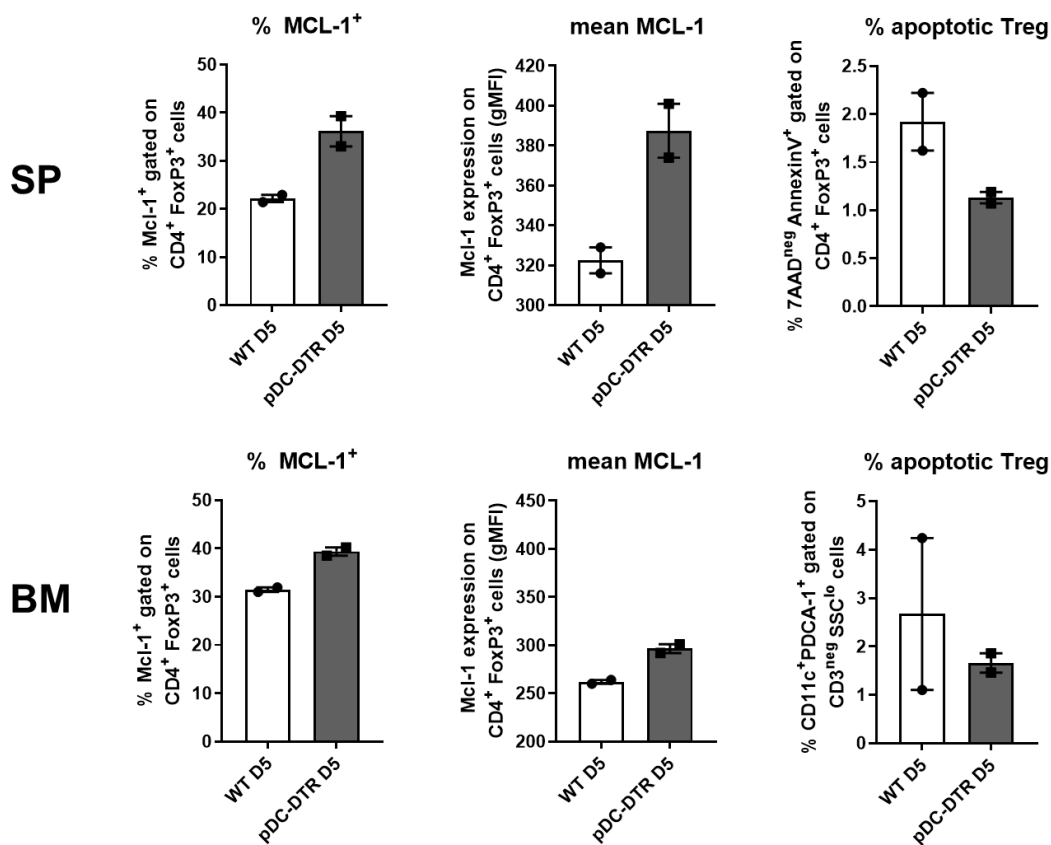

**Supplemental Figure 6: pDC depletion in naïve mice causes marked increases in MCL-1 expression and reduced apoptosis in SP-Treg and not BM-Treg at steady state.** pDC-DTR or naïve WT B6 mice were administered with DT to elicit a global depletion of pDCs. Frequency (%) and gMFI of MCL-1 expression in Treg isolated from the SP or BM of WT or pDC-DTR mice following DT administration. Frequency (%) of AnnexinV<sup>+</sup> Treg in SP and BM of WT or pDC-DTR mice following DT administration. Data are shown as mean  $\pm$  SEM. Treg, regulatory T cell; pDC, plasmacytoid dendritic cell; pDC-DTR, BDCA2-DTR transgenic mice; WT, wild type; DT, diphtheria toxin; SP, spleen; BM, bone marrow.

How the deposited data were processed for this re-analysis (not part of the article)

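RNA was sequenced from FoxP3+ cells sorted from the bone marrow (BM-Treg) and the spleen (SP-Treg) of B6.FoxP3-GFP mice aged 12 weeks, with 4 libraries per tissue. The RNA was amplified with a single primer isothermal method and sequenced from a single end with reads of 80 nt. The authors deposited expected counts (estimated numbers of reads per gene and per transcript that need not be whole) and FPKM values (those counts divided by transcript length and depth), each in a table with a column per library. The expected counts were deposited without normalization between libraries. The paper's text and the tables do not name the aligner, the counting program or the annotation, and the paper names no filter on expression, no normalization and no test for the RNAseq. Its statistics section names only tests for other measurements. Each column was matched to its library by name, and 0 columns of single libraries were left without a match. All 8 libraries were used. The methods and the columns of the heatmaps give 4 replicates per tissue, while the legend of Figure 4 gives fewer.

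Expected counts on genes summed to between 12427136 and 21921252 per library, with a median of 19025998 in BM-Treg and 13108535 in SP-Treg. Since the cDNA was amplified without molecular identifiers, floors set by counts cover counting error only, and errors were taken from the spread between libraries. No pair of libraries of a tissue was a duplicate: over genes with a mean of at least 50 counts, chi-square per degree of freedom was between 14.6 and 88.5. The sample labels place BM-Treg replicates 1 to 3 in batch 1 as females, and BM-Treg replicate 4 and the SP-Treg libraries in batch 3 as males. The labels give no pairing of replicate numbers between the tissues.

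Expected counts were rounded to whole numbers. Genes were kept by edgeR's default filter on the groups (13397 of 38215), normalized by TMM and tested with edgeR's quasi-likelihood test with robust estimation and no covariate, with Benjamini-Hochberg adjustment and a threshold of 0.05. This setting, the alternatives, the gene lists and the rule for the genes to be named were fixed before the data were examined, and the genes given by that rule were later reduced as stated with it. CPM values use TMM library sizes over all genes, and log2 CPM values use a prior count of 2. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used. In batch 3 alone there is 1 BM-Treg library, so that fold changes within that batch carry no test. Coordinates are those of the deposited tables. Of their gene identifiers, 95.3% are in GENCODE M21 (GRCm38), 68.3% of these with identical coordinates and 99.8% with overlapping ones.

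The genes named are those the paper names from the RNAseq in its text and in Figures 4B and 4C, genes of most proteins it names for BM-Treg, and the 5 genes with the largest increase and the 5 with the largest decrease among DEGs with a mean log2 CPM of at least 1 and no overlap between libraries. Of the genes this rule gives, 2 are not reported here. They were left out after the results had been seen, and counts over named genes are over the other 102, all of which passed the expression filter. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over 6 lists: genes of S phase and of G2/M phase as supplied with Seurat, and short lists written for MYC-activated, IL-2 responsive, TCR responsive and VAT Treg genes. Lists of marker genes (neutrophil, erythroid, B cell, plasma cell, pDC, Xist and Tsix, and Y-linked genes) were compared as the log2 of their summed CPM with a pseudocount of 0.5 by exact two-sided permutation tests. An immediate early list and a heat shock list were added for a test of cell isolation stress. Of 321 entries in all lists, 320 matched a gene in the tables. Groups of 4 libraries in which a library stood far from the others were found with Dixon's test. Transcripts of Il1rl1 and Foxp3 were compared by their share of the gene's expected counts, which are uncertain estimates for transcripts that overlap.

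The alternatives were DESeq2's size factors in edgeR, DESeq2's own test, limma-voom, limma-trend on log2(FPKM + 1) and on log2(FPKM + 0.1), no filter beyond 1 count in total, at least 10 counts in every library, a batch term, batch 3 alone, the replicate number as a block, each library left out in turn, an adjusted p threshold of 0.01, a minimum absolute log2 fold change of 1, and no genes on the sex chromosomes. FPKM values were used as deposited, without TMM or another normalization between libraries. For lists, fry and an estimated correlation in camera were added, and for marker lists the mean log2(CPM + 1) over the list. Another 4 alternatives were chosen after the data had been seen: libraries thinned to the smallest total, no mitochondrial genes and Lars2, an offset for GC content and transcript length, and library medians of lists centred on the SP-Treg mean. Published lists of Ingenuity and of gene set enrichment analysis were not used here.

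The tests were tried on simulated data for the 13397 genes with the means and library sizes of these libraries, in which 200 genes were changed. The changed genes had a mean of at least 50 counts and an absolute log2 fold change of at least 1. No batch effect was simulated, and the shares called hold for such genes only. edgeR called 88.5% of the changed genes, and 7.33% of its calls were unchanged genes. The median error of the log2 fold change was 0.118, and with no gene changed edgeR made 0 calls. DESeq2 called 94.0% with 16.1% of calls unchanged, limma-voom 88.5% with 6.35%, and edgeR with the batch term called 64.5% of the changed genes.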

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

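The tests of B cell transcripts, of sex-linked transcripts, of Ighm and of BM-Treg replicate 4 described here were chosen only after the result was seen.

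In 11 of 204 groups of 4 libraries (102 named genes in each tissue), a library stood far from the other libraries of its tissue, where about 10.2 are expected by chance. BM-Treg replicate 4 accounted for 6 of them. It had more Eif4ebp1 (5.77 CPM against 2.76 to 3.13 in the other BM-Treg libraries), Hsph1 (296 against 159 to 175) and Il2ra (940.2 against 737 to 763), and less Bcl2 (54.7 against 78.8 to 82.4), Il6st (237 against 295 to 307) and Entpd1 (81.6 against 91.8 to 93.6). This library is the only BM-Treg library of batch 3 and the only one labelled male. That 6 of the 8 cases in BM-Treg fall on replicate 4 goes with sequencing batch, but batch cannot be told apart from the state of its animals because no other BM-Treg library is of batch 3. Sex stays open as well: BM-Treg replicates 1 and 2 hold transcripts of male cells and lie with replicate 3 in these genes, but the genes were chosen for a library that stands apart from close neighbors, which fixes that outcome. Without BM-Treg replicate 4 the log2 fold change of Bcl2 was -0.87 (edgeR adjusted p = 0.0114, and at most 0.0415 over the alternatives), so that its decrease did not rest on that library.

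The other cases were Tcf7 in BM-Treg replicate 1 (92.9 CPM against 57.6 to 62.5), Tgm2 in BM-Treg replicate 3 (0.701 CPM against 0.251 to 0.278, from 16 counts), Cirbp in SP-Treg replicate 4 (10.1 against 5.97 to 6.31), Eif4ebp1 in SP-Treg replicate 3 (0.251 against 1.58 to 1.84) and Itgb8 in SP-Treg replicate 1 (140.3 against 91.0 to 96.7). No explanation was tested for them.

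SP-Treg replicate 2 held more B cell transcripts than the other SP-Treg libraries, a signal the paper does not report. The summed B cell list reached 929 CPM there against 249.6 to 364 CPM in the other SP-Treg libraries, 3.13 times their mean. All 14 genes of the list were highest in that library among the SP-Treg, among them Cd74 (594 CPM) and H2-Ab1 (88.6 CPM). BM-Treg also expressed part of the list, with 150.3 to 309.95 CPM of Cd74, and 11 of its genes passed the expression filter. No gene of the list is in another list, and the paper shows 1 of them, Cd22, in Figure 4B. B cells among the sorted cells are consistent with the 14 genes highest in that library, as a hypothesis. Between the tissues the list did not differ (exact two-sided permutation test, p = 0.371). The decreases of Cd22, Pou2af1 and Syk rest in part on this library, since without SP-Treg replicate 2 their log2 fold changes were -1.12, -1.14 and -0.73. Over all genes, 888 were called without it.

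Transcripts of Y-linked genes were found in libraries labelled female. The 4 genes Ddx3y, Kdm5d, Eif2s3y and Uty summed to 154 CPM in the library labelled BM-Treg replicate 1 and 63.4 CPM in that labelled BM-Treg replicate 2, against 2.02 CPM in BM-Treg replicate 3 and 234 to 286 CPM in the libraries labelled male. These sums are 57.4% and 23.6% of the mean of the male libraries. The same libraries held 1232 and 2270.1 CPM of Xist, and BM-Treg replicate 3 held 2275 CPM. A wrong sex label on a library from animals of a single sex is argued against, as the lowest Xist of BM-Treg replicates 1 and 2 was 468 times the highest of the male libraries. Cells of both sexes in a library are consistent with the shares of the 4 genes, which differed by at most 1.20 times within either library, and remain a hypothesis. A mixture of animals and a mixture of libraries after sorting would look alike, and which of them applies was not tested. In either case batch 1 is not a batch of female cells alone, and without genes on the sex chromosomes 1150 genes were called.

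Ighm, which encodes the constant region of immunoglobulin M, was the gene with the 9th largest count and reached 2750.1 ± 382 CPM in SP-Treg and 2593 ± 327 CPM in BM-Treg (SD, n = 4 each), without a difference (log2 fold change -0.085, edgeR adjusted p = 0.746). B cells or plasma cells in the sort are argued against as its main source, because SP-Treg replicate 2 had only 1.29 times the Ighm of the other SP-Treg libraries, while it had 3.13 times their summed B cell list and 4.87 times their Igkc. The summed plasma cell list mostly restates Ighm and did not differ between the tissues (exact two-sided permutation test, p = 0.429). As the mean log2(CPM + 1) over its 9 genes, 1 of which is also in another list, it was lower in BM-Treg by a difference of -1.01 (exact p = 0.0571). Transcription of Ighm in the Treg themselves stays open and was not tested.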

How the results depend on the processing

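The tests on separate divisions of the SP-Treg libraries and on the centring of library medians were chosen only after the result was seen, whereas thinning, the removal of mitochondrial genes and Lars2, and the offset for GC content and length were added with the data at hand but before their own results were seen.

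The comparison gave 1172 DEGs (499 upregulated, 673 downregulated). Totals under 1.5 times apart were reached with DESeq2's size factors (1157), limma-voom (1218), no expression filter (1326), at least 10 counts in every library (1231) and no genes on the sex chromosomes (1150). DESeq2's own test called 1703 genes, 781 of them upregulated. On the FPKM scale fewer were called, 765 with 283 downregulated for a pseudocount of 1, and 728 with 274 downregulated for 0.1. There 63.0% and 62.4% of calls were upregulated, against 42.6% of the 1172 and, also on counts, 51.3% with at least 10 counts in every library. FPKM values carried no TMM normalization. Their median log2 fold change over all genes was 0.050 and 0.062, against -0.012 in the comparison that gave the 1172. The cause of the shift in direction was not tested. A batch term called 258 genes (111 upregulated, 147 downregulated), of which 200 were among the 1172. This model recovered fewer genes in simulated data too (64.5% against 88.5%). Every changed gene there had an absolute log2 fold change of at least 1, as had only 310 of the 1172 here. The losses can therefore not be compared. By construction, a minimum absolute log2 fold change of 1 left 310 genes (209 downregulated and the others, 1.0e+02 to 2 digits, upregulated), and an adjusted p threshold of 0.01 left 427 (163 and 264). Across the 8 fits that each left out a library, which have fewer samples, the number of DEGs was from 690 to 1048, that of upregulated genes from 297 to 425, and that of downregulated genes from 393 to 639. The lowest numbers came without BM-Treg replicate 2, and there were 302 upregulated genes without BM-Treg replicate 3 and 419 downregulated genes without BM-Treg replicate 1.

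Replicate numbers did not pair the libraries, as the correlations of deviations between libraries of the same number were -0.106, 0.0595, -0.176 and 0.0398. With the number as a replicate block, 948 genes were called, 870 of them among the 1172, and the medians of the lists kept their direction except for the G2/M list (-0.033).

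Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, gave as many DEGs. Depth, mitochondrial RNA and GC content are argued against as the whole cause of the DEGs: 1164 genes were called after thinning, 1198 without mitochondrial genes and Lars2, and 1081 with the offset for GC content and length. Leaving out mitochondrial genes and Lars2 moved the share of upregulated calls from 42.6% to 49.6%. Batch together with sex is argued against as the whole cause by a correlation of at least 0.326 between log2 fold changes from separate batches, without a shared control. It averaged 0.384, 0.211 without the DEGs and 0.436 among genes with at least 10 counts. Of the genes called for BM-Treg replicates 1 to 3 in these divisions, 83.1% to 97.5% had the same sign in replicate 4. How many of the 1172 genes reflect batch stays open. Within BM-Treg, batch 1 and batch 3 differed in 12 genes, 6 each way, with 12 again under DESeq2's size factors and 5 among genes with at least 10 counts, and 1194 genes had an unadjusted p under 0.05. As batch 3 is a single library there, few calls were to be expected, and these numbers do not argue against batch. A tissue difference remains a hypothesis for the DEGs.

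The S phase, MYC, IL-2, TCR and VAT Treg lists kept their direction and passed under the other normalizations, scales and filters, with the batch term, with the replicate block, under fry, and without any 1 library. With limma-voom and with the GC offset only their medians were recomputed, so that these settings say nothing about the p. With an estimated correlation between genes none of the 5 lists passed: adjusted p was 0.0965 for the S phase (median -0.41), MYC (-0.29), IL-2 (-0.40) and TCR (-0.28) lists and 0.223 for the VAT Treg list (0.46). Without 1 library the medians were from -0.51 to -0.34 for S phase, from -0.37 to -0.23 for MYC, from -0.47 to -0.36 for IL-2, from -0.41 to -0.17 for TCR (the weakest without BM-Treg replicate 1) and from 0.38 to 0.54 for VAT Treg. Among the 35 splits, a camera p as small came from 4 for S phase, 4 for MYC, 3 for IL-2, 5 for TCR and 8 for VAT Treg, the real split included. For each of these lists, a result as strong thus came from over 0.05 of splits. For the S phase, MYC, IL-2 and TCR lists, the other splits as strong all kept 3 BM-Treg libraries on the same side. Those splits therefore still held part of the tissue contrast. For the VAT Treg list, some splits as strong had 2 BM-Treg libraries on each side. Centred on the SP-Treg mean, library medians of the TCR list overlapped (exact p = 0.0571 in place of 0.0286).

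The G2/M list changed sign with the setting and 32 of the 35 splits gave a camera p as small. Its median of 0.0055 became -0.076 with limma-voom and -0.033 with the replicate block, and was from -0.18 to 0.14 without 1 library, with a camera adjusted p of 0.0159 without BM-Treg replicate 4 (-0.18) and 0.0404 without BM-Treg replicate 1 (-0.025), and of up to 0.980 over the alternatives. The difference of its library medians was 0.0047 and became -0.025 when centred on the SP-Treg mean. With the batch term the list passed as higher in BM-Treg (0.36, adjusted p = 4.78e-05). The cause was not tested.

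Of the 102 named genes, the batch term kept 58 on their side of the threshold, removed 42 calls and reversed 2. DESeq2 added 10 calls and removed 0, limma-voom removed 5 and added 2, log2(FPKM + 1) removed 12 and added 4, and no expression filter removed 10 and added 1. The replicate block removed 6 and added 4. Without 1 library, between 5 calls (SP-Treg replicate 1) and 17 calls (BM-Treg replicate 2) were removed.

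Genes that changed direction had no difference between the tissues to begin with. With the batch term Ly6a was at 0.0070 and Mki67 at 0.47. On log2(FPKM + 1) and log2(FPKM + 0.1), Entpd1 was at 0.11 and 0.11, Cxcr4 at 0.017 and 0.018, and Nrp1 at 0.086 and 0.089. With limma-voom Cxcr4 was at 0.021, Nrp1 at 0.021 and Il15ra at -0.015, and with the replicate block Cxcr4 was at 0.016 and Nrp1 at 0.019. Entpd1 was at 0.012 without the filter, and with at least 10 counts in every library Entpd1 was at 0.021, Mki67 at 0.0078 and Nrp1 at 0.011. With the GC offset Ly6a was at 0.011, Mki67 at 0.11, Entpd1 at 0.10, Cxcr4 at 0.051 and Nrp1 at 0.10. Without 1 library the log2 fold change was from -0.17 to 0.14 for Ly6a, from -0.23 to 0.17 for Mki67, from -0.076 to 0.13 for Cd69, from -0.041 to 0.037 for Entpd1, from -0.60 to 0.0038 for Il10, from -0.22 to 0.26 for Cxcr4, from -0.080 to 0.10 for Il15ra and from -0.14 to 0.12 for Nrp1. The cause was not tested.

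Among Il1rl1 transcripts, the difference in share (percentage points, BM-Treg minus SP-Treg) of ENSMUST00000053043 was 3.39, became -2.38 on FPKM and was from -6.84 to 8.00 without 1 library. Without 1 library it was from -11.9 to 1.70 for ENSMUST00000097772 and from 0 to 0.0755 for ENSMUST00000173881. The first of these ranges has its end of opposite sign without SP-Treg replicate 3, as has the second, and the last is 0 without BM-Treg replicate 2, the only library with that transcript. The share of ENSMUST00000173514 differed by 1.43 to 3.82 points and passed without BM-Treg replicate 3 only (exact p = 0.0286), so that no transcript share can be said to differ at this number of libraries.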

Differences from the paper's values

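The numbers of DEGs found here, 1172 with 499 upregulated and 673 downregulated, are within 1.5 times the paper's 1056, 494 and 526. The parts in the paper's text do not add up to its total, whereas the chart in Figure 4D gives about 560 downregulated genes (read by eye), which with the upregulated ones do. The 673 found here are within 1.5 times that number too. Of the alternatives set before the data were examined, the total also stayed within 1.5 times the paper's with DESeq2's size factors (1157), limma-voom (1218), no filter (1326), at least 10 counts in every library (1231), the replicate block (948), FPKM with a pseudocount of 1 (765) or 0.1 (728), without genes on the sex chromosomes (1150), and without any 1 library but BM-Treg replicate 2 (810 to 1048, nearest without SP-Treg replicate 3), and did not with DESeq2's own test (1703), the batch term (258), an absolute log2 fold change of at least 1 (310), an adjusted p threshold of 0.01 (427) or without BM-Treg replicate 2 (690).

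The paper states that Sca-1 was upregulated in BM-Treg among transcripts of its curated list. Ly6a had a log2 fold change of -0.037 here (edgeR adjusted p = 0.921), and no setting called it.

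The paper's discussion lists CD103 among markers of migration that transcriptomics found upregulated, while its results list the same gene as downregulated. Itgae was downregulated here (log2 fold change -0.91, edgeR adjusted p = 0.0276), and no setting gave an increase. The discussion also cites more frequent CD103+ cells among Treg with TIGIT, which is protein on a subset. RNA of unseparated Treg does not test that.

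The paper counts Itga2 as upregulated and Lag3 and Gpr83 as downregulated. All had that direction here without passing the threshold. Itga2 passed with DESeq2 (adjusted p = 0.0113), limma-voom (0.0472), without SP-Treg replicate 1 (0.0397) and, added after the data had been seen, with an offset for GC content and length (0.0374). Lag3 passed only without BM-Treg replicate 3 (0.00176). Gpr83 passed with DESeq2 (0.0242) and without SP-Treg replicate 1 (0.00766). Over all alternatives the adjusted p reached 0.287 for Itga2, 0.356 for Lag3 and 0.368 for Gpr83.

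Of the paper's top DEGs in Figure 4B, 10 had the same direction here without passing the threshold. Cables1 passed on log2(FPKM + 1) (0.0347) and without SP-Treg replicate 2 (0.0404). Plk2 passed with limma-voom (0.0352), on log2(FPKM + 1) (0.0256) and log2(FPKM + 0.1) (0.0426), with the replicate block (0.00652) and without SP-Treg replicate 4 (0.0272). Eif4ebp1 passed with DESeq2 (0.0182), on log2(FPKM + 1) (0.0404) and with no filter (0.0250). Fos passed with DESeq2 (0.0105), on log2(FPKM + 1) (0.0158) and log2(FPKM + 0.1) (0.0184), and with the replicate block (0.000206). Hist1h2bj passed without SP-Treg replicate 3 (0.00838). Pou2af1 (0.0254) and Fam167a (0.0233) passed with DESeq2. Hsph1 passed with DESeq2 (0.000750) and without SP-Treg replicate 4 (0.0242). Cd22 passed with DESeq2 (0.0227), with the replicate block (0.00971) and without SP-Treg replicate 2 (0.0491). Syk passed under none of the settings, the lowest adjusted p being 0.0769. Over all alternatives the adjusted p reached 0.338 for Cables1, 0.214 for Plk2, 0.173 for Eif4ebp1, 0.157 for Fos, 0.382 for Hist1h2bj, 0.459 for Pou2af1, 0.262 for Fam167a, 0.434 for Hsph1, 0.494 for Cd22 and 0.552 for Syk.

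The paper states that PPARγ did not pass its expression filter. Pparg passed the default filter of edgeR here, at 3.55 CPM in BM-Treg.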

Other observations

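The tests of immediate early and heat shock genes, of immunoglobulin G transcripts and of Foxp3 transcripts described here were chosen only after the result was seen.

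Some genes whose proteins the paper reports from flow cytometry were measured in the same libraries. Flow cytometry measures protein on other cells, so that the values are given without comparison. Tigit transcripts were lower in BM-Treg (348 ± 78.6 CPM against 558 ± 60.5 CPM, SD, n = 4 each, log2 fold change -0.68, edgeR adjusted p = 0.0121) and Epcam transcripts higher (34.5 ± 6.85 CPM against 23.8 ± 2.13 CPM, log2 fold change 0.53, edgeR adjusted p = 0.0358). No difference was detected in Foxp3 (log2 fold change 0.26, edgeR adjusted p = 0.241), Mki67 (-0.018, 0.974), Cd69 (0.028, 0.922), Entpd1 (-0.0071, 0.974), Pdcd1 (-0.46, 0.330), Cd101 (-0.32, 0.265), Il10 (-0.23, 0.825), Cxcr4 (-0.040, 0.953) or, in the comparison of all libraries, Il2ra (-0.62, 0.0803). Il2ra was called as lower by DESeq2 (adjusted p = 0.0128), with the replicate block (0.0402), without SP-Treg replicate 1 (0.0208) and without SP-Treg replicate 2 (0.0470), while over all alternatives its adjusted p reached 0.569. The call of Tigit was lost with the batch term and on the FPKM scale, and that of Epcam with limma-voom, on the FPKM scale and in 6 of the 8 fits that left out a library.

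Transcripts of Mki67 ranged from 586 to 1407 CPM in BM-Treg and from 912 to 1159 CPM in SP-Treg. The widest spread was thus within BM-Treg, and its highest value was in replicate 4, the library of batch 3.

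Fos and Fosb were higher in BM-Treg, and stress of cell isolation is a candidate explanation for such genes. The immediate early list of 18 tested genes had a median log2 fold change of 0.64, with 16 genes higher in BM-Treg (limma's camera p = 3.02e-07, fry p = 0.0382, camera p with an estimated correlation 0.125). Egr1 (-1.02) and Jun (-0.22) went the other way. The heat shock list of 12 genes was lower in BM-Treg, with a median of -1.10 and 0 genes higher (limma's camera p = 5.21e-10, fry p = 0.00589, with an estimated correlation 0.0559). A stress of isolation that raises both lists alike is argued against by the heat shock median of -1.10. The size of that median rests in large part on SP-Treg replicates 1 and 2. The library medians of the heat shock list were 0.99, 0.92, 0.15 and -0.00018 in SP-Treg replicates 1 to 4. In BM-Treg replicates 1 to 4 they were -0.85, -0.53, -0.45 and -0.25, without overlap between the tissues. Of the 35 splits of the libraries, 6 gave a camera p as small for the immediate early list and 3 for the heat shock list, so that another grouping of the libraries gave results as strong. Fos, Fosb, Klf6, Rgs2 and Plk2 of the immediate early list and Hsph1 of the heat shock list are also shown by the paper in Figures 4B and 4C, Egr1 is also in the TCR list, and Hspd1 and Hspe1 are also in the MYC-activated list. A difference in handling time between the organs that affects only immediate early genes stays open, as do differences between the tissues in the animal, and neither was tested.

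Lars2, which encodes the mitochondrial leucine tRNA synthetase, was the gene with the 5th largest count, at 8738 ± 1602 CPM in BM-Treg and 4965 ± 319 CPM in SP-Treg (SD, n = 4 each, log2 fold change 0.82, edgeR adjusted p = 0.00251). Reads of mitochondrial 16S ribosomal RNA counted on Lars2 would need shared sequence. The longest stretch shared by Lars2 and mt-Rnr2 transcripts of GENCODE M21 was 12 nt against reads of 80 nt, and mt-Rnr2 did not rise with Lars2 (log2 fold change -0.19, edgeR adjusted p = 0.582), which argues against that explanation for these transcripts. How short a stretch had to be to count against it was set after the stretch had been measured, while the length that would have spoken for it, that of a read, was set before. The annotation the authors used may define Lars2 otherwise, as 68.3% of gene coordinates were identical, and that was not tested.

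Ighg1, Ighg2b and Ighg2c, which encode constant regions of immunoglobulin G, were among the largest decreases in BM-Treg. Igj, the transcript of the joining chain of plasma cells, had 1, 6, 9 and 0 counts in BM-Treg replicates 1 to 4 and 3, 309, 107 and 77 counts in SP-Treg replicates 1 to 4. In CPM it was higher than in every BM-Treg library in 3 of the 4 SP-Treg libraries. Plasma cells or B cells in the SP-Treg sorts are consistent with these 3 libraries, whereas SP-Treg replicate 1 held 98 counts of Ighg1 with 3 of Igj. The explanation therefore cannot be told apart from another source of these reads for that library, since its counts are few, a reading settled after the counts had been seen.

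Erythroid transcripts, mostly of hemoglobin genes, summed to 3.38, 198, 493 and 311 CPM in SP-Treg replicates 1 to 4 and to between 18.8 and 37.9 CPM in BM-Treg, without a difference between the tissues in the exact two-sided permutation test (p = 0.2). Hbb-b1 was the most abundant of them, at up to 227 CPM. The other marker lists were not different either, with an exact p of 0.743 for the neutrophil list (2 of 12 genes passed the expression filter) and 0.229 for the pDC list (6 of 10 genes). For Xist and Tsix the exact p was 0.0571 and for the Y-linked genes 0.0286, as every BM-Treg library, the one labelled male included, lay below every SP-Treg library in the latter. With the mean log2(CPM + 1) over the list in place of the sum, the exact p was 0.143 for the erythroid, 0.543 for the neutrophil, 0.543 for the pDC and 0.114 for the B cell list. No explanation was tested for the erythroid transcripts.

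Of the transcripts of Foxp3, ENSMUST00000115739 held 71.5%, 73.5% and 77.4% of the expected counts in BM-Treg replicates 1 to 3, the libraries of batch 1, and 35.4% to 56.3% in SP-Treg. BM-Treg replicate 4, of batch 3, held 46.8%, within the range of the SP-Treg of its batch. A difference between the batches is consistent with this value of 46.8%, and between the tissues the share did not pass an exact two-sided permutation test (p = 0.0571). Shares of Il1rl1 transcripts did not pass such a test either, with 0.0571 as the lowest p. Batch and the sex given in the labels remain joined here.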
